# Altered expression, but small contribution, of the histone demethylase KDM6A in obstructive uropathy in mice

**DOI:** 10.1242/dmm.049991

**Published:** 2023-09-01

**Authors:** Lisa Y. Q. Hong, Emily S. H. Yeung, Duc Tin Tran, Veera Ganesh Yerra, Harmandeep Kaur, M. D. Golam Kabir, Suzanne L. Advani, Youan Liu, Sri Nagarjun Batchu, Andrew Advani

**Keywords:** Epigenetic, Histone modification, KDM6A, Inflammation, Tubule cell, PPAR, Unilateral ureteral obstruction

## Abstract

Epigenetic processes have emerged as important modulators of kidney health and disease. Here, we studied the role of KDM6A (a histone demethylase that escapes X-chromosome inactivation) in kidney tubule epithelial cells. We initially observed an increase in tubule cell *Kdm6a* mRNA in male mice with unilateral ureteral obstruction (UUO). However, tubule cell knockout of KDM6A had relatively minor consequences, characterized by a small reduction in apoptosis, increase in inflammation and downregulation of the peroxisome proliferator-activated receptor (PPAR) signaling pathway. In proximal tubule lineage HK-2 cells, KDM6A knockdown decreased PPARγ coactivator-1α (PGC-1α) protein levels and mRNA levels of the encoding gene, *PPARGC1A*. Tubule cell *Kdm6a* mRNA levels were approximately 2-fold higher in female mice than in male mice, both under sham and UUO conditions. However, kidney fibrosis after UUO was similar in both sexes. The findings demonstrate *Kdm6a* to be a dynamically regulated gene in the kidney tubule, varying in expression levels by sex and in response to injury. Despite the context-dependent variation in *Kdm6a* expression, knockout of tubule cell KDM6A has subtle (albeit non-negligible) effects in the adult kidney, at least in males.

## INTRODUCTION

Over recent years, epigenetic processes have been widely accepted as playing important roles in the pathogenesis of kidney disease (Dwivedi et al., 2011; Guo et al., 2019; Wen et al., 2022). These epigenetic processes may exacerbate kidney injury, they may attenuate it, or they may be dysregulated in disease without contributing to its pathogenesis. For instance, we previously demonstrated that deletion of the histone methyltransferase enhancer of zeste homolog 2 (EZH2) from podocytes augments glomerular disease (Majumder et al., 2018). By contrast, we found that the EZH2-approximating long non-coding RNA, HOTAIR, is dysregulated in diabetic kidney disease but inconsequential to its pathogenesis (Majumder et al., 2019). EZH2 is a histone methyltransferase that catalyzes the trimethylation of lysine residue 27 on histone protein H3, a marker of gene repression (Cao et al., 2002). This same epigenetic mark can be erased by lysine-specific demethylase 6 (KDM6)A and KDM6B (Agger et al., 2007; Lan et al., 2007; Lee et al., 2007), and we previously reported that inhibition of KDM6 demethylases attenuated glomerular disease caused by diabetes, adriamycin nephrotoxicity or renal mass ablation (Majumder et al., 2018), a finding substantiated elsewhere (Lin et al., 2019). The biological functions of KDM6A, however, extend beyond its actions in glomerular podocytes. For instance, mutations in *KDM6A* are responsible for Kabuki syndrome (Bögershausen et al., 2016), a rare multisystem disorder associated with congenital abnormalities of the kidney and urinary tract, and they have also been linked to bladder and kidney cancer (Dalgliesh et al., 2010; Nickerson et al., 2014). Thus, the actions of KDM6A in cells within the kidney and urinary tract, other than podocytes, are likely to be important, but these actions remain largely unresolved.

*KDM6A* [also called ubiquitously transcribed tetratricopeptide repeat on chromosome X (*UTX*)] is expressed on the X chromosome. In women, ∼15% of X-linked genes escape inactivation, and in female mice this number is ∼3% (Berletch et al., 2011). *KDM6A* is one of the minority of genes that does escape X inactivation (Greenfield et al., 1998). Males, though, carry the Y-linked homolog, *UTY* (also called *KDM6C*), which bears 88% homology to *KDM6A*, although possesses minimal H3K27-demethylating activity (Hong et al., 2007; Lan et al., 2007; Walport et al., 2014). KDM6A is a Jumonji C (JmjC) domain-containing family member that exerts its lysine-demethylating effects through its JmjC catalytic domain (Tsukada et al., 2006), which also has 84% sequence similarity to that of KDM6B (Hong et al., 2007). However, KDM6A also possesses six tetratricopeptide repeat (TPR) domains that can mediate protein interactions, whereas KDM6B does not (Hong et al., 2007). Accordingly, KDM6A can have both enzymatic (lysine-demethylating) and non-enzymatic effects, and its enzymatic effects can either overlap with those of other H3K27me3 demethylating enzymes or they can be unique to KDM6A (Lan et al., 2007; Ntziachristos et al., 2014).

Here, we set out to further illuminate the roles of KDM6A in the kidney. Cognizant that advances in chronic kidney disease (CKD) therapeutics have shifted the spotlight towards damage of kidney tubules as being the primary force in CKD progression (Gilbert, 2017; Heerspink et al., 2020; Liu et al., 2018), we explored the expression and actions of KDM6A in tubule epithelial cells.

## RESULTS

### *Kdm6a* is upregulated in kidney tubule epithelial cells of male mice with unilateral ureteral obstruction (UUO)

We began our studies by examining the expression patterns of *Kdm6a* in the kidneys of male mice after UUO, a well-established model of obstructive uropathy that causes inflammation and fibrosis (Chevalier et al., 2009), central determinants of the progression of CKD to end-stage kidney disease (Chung et al., 2019; Ruiz-Ortega et al., 2020). In comparison to sham-operated mice, mice 1 week after UUO exhibited an increase in weight of the obstructed kidney (Fig. 1A,B) that was accompanied by increases in (1) tubule programmed cell death as determined by terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL) staining (Fig. 1C); (2) inflammatory cell accumulation within the kidney tubulointerstitium as determined by RNAscope *in situ* hybridization for protein tyrosine phosphatase receptor, type C (*Ptprc*; the gene that encodes the pan-leukocyte marker CD45) and adhesion G protein-coupled receptor E1 (*Adgre1*; the gene that encodes the macrophage marker F4/80) (Fig. 1D); (3) interstitial α-smooth muscle actin (α-SMA; also called ACTA2) immunostaining (Fig. 1E), indicative of fibroblast activation; and (4) kidney hydroxyproline content (Fig. 1F), indicative of increased collagen production. At the timepoint studied (7 days), although there were focal areas of cortical scarring evident in UUO kidneys, this did not result in an increase in Picrosirius Red staining across whole-kidney cross-sections, detectable by image analysis (Fig. 1G). By RNAscope *in situ* hybridization, *Kdm6a* transcripts were observed in several kidney cell types, including glomerular cells, parietal epithelial cells, tubule cells and interstitial cells (Fig. 1H). Manual counting of RNAscope puncta revealed an ∼67% increase in the number of labeled *Kdm6a* transcripts in tubule epithelial cells of UUO kidneys in comparison to those of kidneys of sham-operated mice (Fig. 1H).

**Fig. 1.**
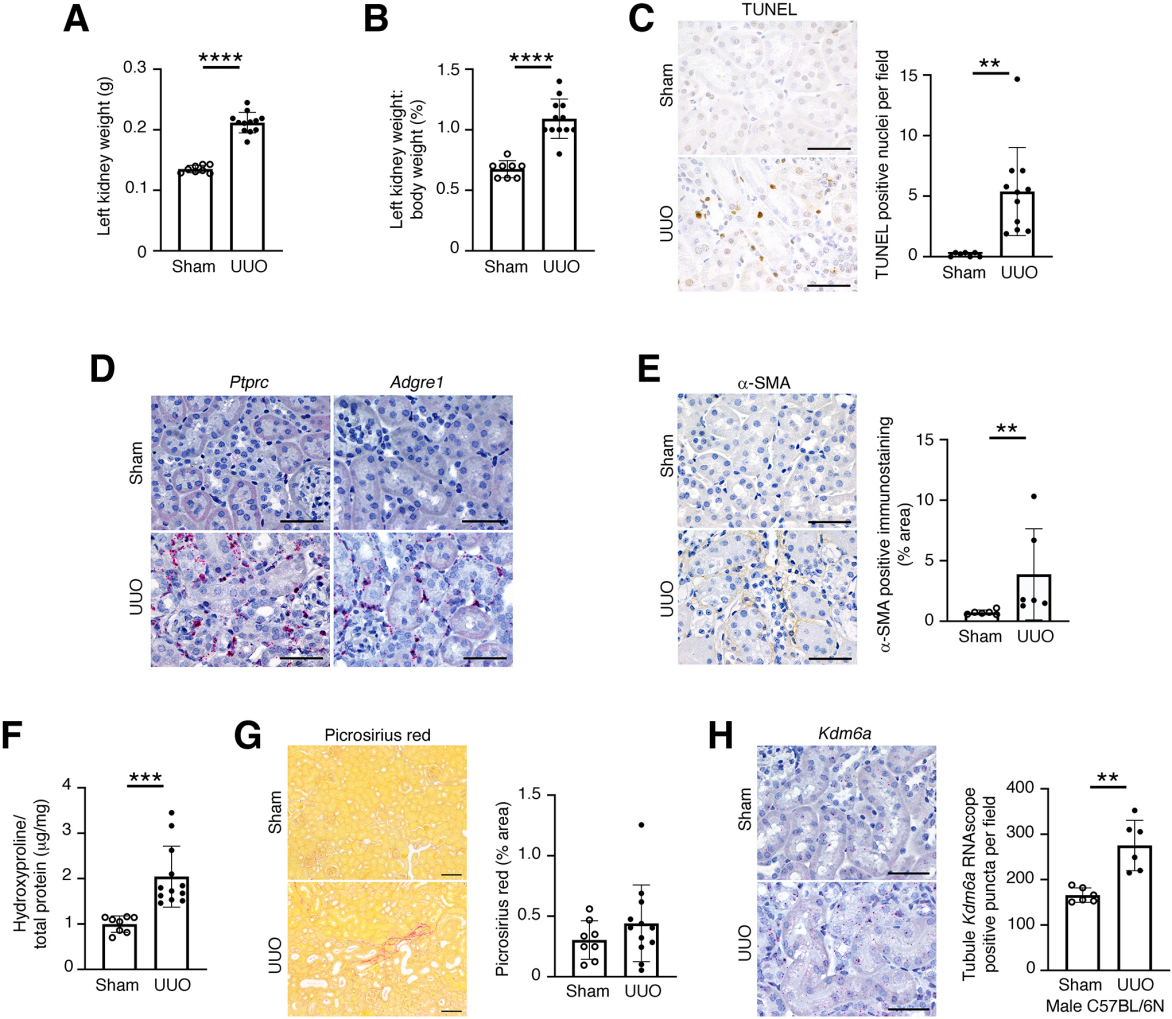
***Kdm6a* is upregulated in tubule cells of mice 7 days after unilateral ureteral obstruction (UUO).** (A,B) Left kidney weight (A) and left kidney weight:body weight ratio (B) in male C57BL/6N mice 7 days after sham surgery (A; *n*=8) or UUO surgery (B; *n*=12). (C) Representative TUNEL staining (left) and quantitation of TUNEL^+^ nuclei per 100× field (sham, *n*=7; UUO, *n*=11) (right). Original magnification 400×. Scale bars: 50 µm. (D) RNAscope *in situ* hybridization for *Ptprc* and *Adgre1* in the kidneys of mice 7 days after sham or UUO surgery. Original magnification 400×. Scale bars: 50 µm. Images are representative of *n*=3/group. (E) Immunohistochemistry for α-smooth muscle actin (α-SMA) (left) and quantitation of α-SMA immunopositivity in kidney sections of mice 7 days after sham or UUO surgery (*n*=6/group) (right). Original magnification 400×. Scale bars: 50 µm. (F) Kidney hydroxyproline content (sham, *n*=8; UUO, *n*=12). (G) Representative images of Picrosirius Red-stained kidney sections (left) and quantitation of interstitial Picrosirius Red staining in sham-operated (*n*=8) and UUO (*n*=12) mouse kidneys (right). Original magnification 100×. Scale bars: 100 µm. (H) RNAscope *in situ* hybridization for *Kdm6a* in the kidneys of male mice 7 days after sham or UUO surgery (left) and quantitation of tubule *Kdm6a* RNAscope puncta (red) (*n*=6/group) (right). Original magnification 400×. Scale bars: 50 µm. Values are mean±s.d. **P<0.01, ***P<0.001, ****P<0.0001 by unpaired two-tailed *t*-test with Welch's correction (A,B,F,H) or unpaired two-tailed Mann–Whitney test (C,E).

### Knockout of *Kdm6a* from tubule epithelial cells does not affect kidney fibrosis but is associated with attenuated tubule apoptosis and increased kidney inflammation

To determine whether tubule-expressed *Kdm6a* contributes to kidney damage following obstructive injury, we generated tubule- specific KDM6A knockout mice. We did this by breeding *Kdm6a*^fl/fl^ mice (Manna et al., 2015) with *Pax8*-Cre^+^ mice that express Cre recombinase localized to the tubule epithelium in the kidney (Bouchard et al., 2004). Because the *Kdm6a* gene is X linked, hemizygous *Pax8*-Cre^+^*Kdma6a*^fl/Y^ were designated as tubule-specific KDM6A knockouts (henceforth KDM6A^TubKO^) and male *Pax8*-Cre^+^ mice were used as controls (henceforth KDM6A^Ctrl^). RNAscope *in situ* hybridization and immunohistochemistry of normal mouse kidneys demonstrated Pax8 expression in the nuclei of tubule epithelial cells throughout the length of the nephron (Fig. 2A), and immunoblotting revealed an ∼75% decrease in KDM6A protein in the kidneys of KDM6A^TubKO^ mice, together with the absence of KDM6A protein from primary tubule epithelial cells (Fig. 2B,C). Given that Pax8 is also expressed in the thyroid gland (Plachov et al., 1990), to determine whether KDM6A knockout affects thyroid function, we measured plasma thyroid stimulating hormone (TSH) levels, observing no difference between KDM6A^Ctrl^ and KDM6A^TubKO^ mice (Fig. 2D). KDM6A^Ctrl^ and KDM6A^TubKO^ mice were then subjected to sham or UUO surgery and were followed for 7 days. Enlargement of the obstructed kidney was equivalent in KDM6A^TubKO^ UUO mice and KDM6A^Ctrl^ UUO mice (Table S1). Similarly, kidney hydroxyproline content (Fig. 2E) and α-SMA immunopositivity (Fig. 2F) were each equivalently increased in KDM6A^TubKO^ UUO mice and KDM6A^Ctrl^ UUO mice. By contrast, tubule cell TUNEL positivity was increased in KDM6A^Ctrl^ UUO kidneys and tended to be lower in KDM6A^TubKO^ UUO kidneys, although this difference was not statistically significant (Fig. 2G). Cleaved caspase-3 immunopositivity was increased in KDM6A^Ctrl^ UUO kidneys and was significantly lower in KDM6A^TubKO^ UUO kidneys (Fig. 2H). By RNAscope *in situ* hybridization, we observed an increase in *Ptprc* RNAscope puncta in KDM6A^TubKO^ UUO kidneys relative to those in KDM6A^Ctrl^ UUO kidneys (Fig. 2I), suggestive of enhanced kidney inflammation with tubule cell *Kdm6a* knockout.

**Fig. 2.**
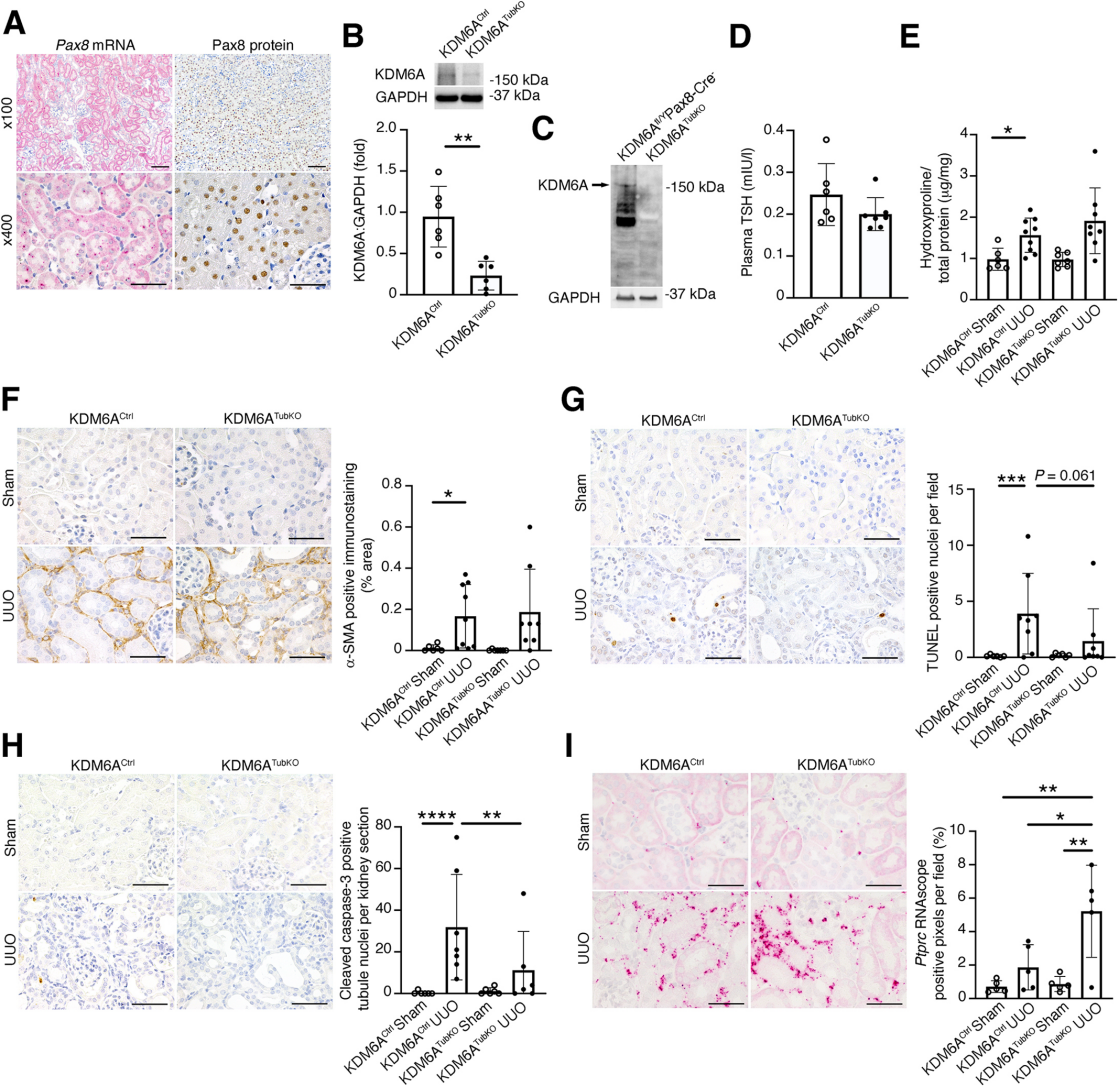
**Knockout of *Kdm6a* from tubule epithelial cells increases inflammatory cell infiltration in male mice 7 days after UUO.** (A) RNAscope *in situ* hybridization and immunohistochemistry for Pax8 in mouse kidneys. Top row, scale bars: 50 µm; bottom row, scale bars: 100 µm. Images are representative of *n*=5 for *in situ* hybridization and *n*=6 for immunohistochemistry. (B) Immunoblotting for KDM6A in kidney homogenates from KDM6A^Ctrl^ mice and KDM6A^TubKO^ mice (*n*=6/group). (C) Immunoblotting for KDM6A in primary tubule epithelial cells from KDM6A^fl/Y^*Pax8-*Cre^−^ and KDM6A^TubKO^ kidneys. Representative of three experiments. (D) Plasma TSH in KDM6A^Ctrl^ and KDM6A^TubKO^ mice (KDM6A^Ctrl^, *n*=6; KDM6A^TubKO^, *n*=7). *P*=0.17 by unpaired two-tailed Student's *t*-test. (E) Kidney hydroxyproline content (KDM6A^Ctrl^ sham, *n*=6; KDM6A^Ctrl^ UUO, *n*=9; KDM6A^TubKO^ sham, *n*=7; KDM6A^TubKO^ UUO, *n*=8). (F) Representative photomicrographs of α-SMA immunostaining (left) and quantitation of α-SMA immunopositivity (KDM6A^Ctrl^ sham, *n*=6; KDM6A^Ctrl^ UUO, *n*=9; KDM6A^TubKO^ sham, *n*=7; KDM6A^TubKO^ UUO, *n*=8) (right). Original magnification 400×. Scale bars: 50 µm. (G) Representative TUNEL staining (left) and quantitation of TUNEL^+^ nuclei per 100× field (KDM6A^Ctrl^ sham, *n*=6; KDM6A^Ctrl^ UUO, *n*=8; KDM6A^TubKO^ sham, *n*=6; KDM6A^TubKO^ UUO, *n*=8) (right). Original magnification 400×. Scale bars: 50 µm. (H) Representative cleaved caspase-3 staining (left) and quantitation of cleaved caspase-3^+^ tubule nuclei per kidney section (KDM6A^Ctrl^ sham, *n*=6; KDM6A^Ctrl^ UUO, *n*=7; KDM6A^TubKO^ sham, *n*=6; KDM6A^TubKO^ UUO, *n*=6) (right). Original magnification 400×. Scale bars: 50 µm. (I) RNAscope *in situ* hybridization for *Ptprc* (left) and quantitation of *Ptprc*^+^ pixels per digitized kidney cross-section (*n*=5/group) (right). Original magnification 400×. Scale bars: 50 µm. Values are mean±s.d. *P<0.05, **P<0.01, ***P<0.001, ****P<0.0001 by two-tailed unpaired Student’s *t*-test (B), or by Brown–Forsythe ANOVA followed by Dunnett's T3 multiple comparisons test (E,F), one-way ANOVA followed by Sidak's post-test of log-transformed data (G,H), or one-way ANOVA followed by Tukey's post-test (I).

### Effects of tubule-specific knockout of *Kdm6a* on sham and UUO kidney transcriptomes

Next, to determine the effects of tubule cell knockout of *Kdm6a* on transcriptional changes in sham mouse kidneys and UUO mouse kidneys, we performed next-generation sequencing of RNA isolated from the kidneys of sham-operated and UUO KDM6A^Ctrl^ and KDM6A^TubKO^ mice. 

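Left kidneys of 20 male mice were taken 7 days after surgery, 5 from each of the KDM6A Ctrl sham, KDM6A Ctrl UUO, KDM6A TubKO sham and KDM6A TubKO UUO groups, and each kidney gave 1 RNA library. In KDM6A TubKO mice a Cre recombinase that is active along the tubule removes the exon of *Kdm6a* that encodes the JmjC domain, which takes methyl groups off H3K27me3, a histone mark of silenced genes. KDM6A Ctrl mice carry the recombinase without the floxed gene. RNA came from the whole kidney, so each value averages over tubule cells and all other kidney cells. By the submitters' processing notes, reads were trimmed with cutadapt, aligned to GRCm38 with HISAT2 and assembled with StringTie. The values are FPKM, fragments scaled to transcript length and library size, for 13842 protein-coding genes and 26228 transcripts. The paper's methods state the depth ordered, but FPKM hold no count of fragments, so the depth reached in each library is unknown. The FPKM of all genes summed to between 347739 and 360923 in KDM6A Ctrl sham kidneys and to between 352444 and 387375 in KDM6A TubKO sham kidneys. After UUO the sums were lower, between 298467 and 316828 in KDM6A Ctrl kidneys and between 302995 and 316964 in KDM6A TubKO kidneys. Between kidneys of a group, Pearson's r across genes was at least 0.957 in the UUO groups and at least 0.975 in the sham groups (genes are not independent replicates). The first principal component held 75.3% of the variance across kidneys, and the second 4.33%. Mice are numbered from 1 to 5 within each group, in the order of the submitters' records. Here log2(FPKM + 1) of all 20 kidneys was fitted in limma with 1 mean per group and no further scaling. Every gene had a mean of at least 0.5 FPKM in at least 1 group, so a filter at that level removed none. The study threshold below is a fold change of at least 1.5 with an unadjusted p under 0.05, as the paper used. Adjusted p are Benjamini-Hochberg values over all genes, and a gene is said to rise or fall when its adjusted p is under 0.05.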

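After 7 days of obstruction, KDM6A Ctrl kidneys had more RNA of tubule injury, fibroblast and macrophage genes than sham-operated KDM6A Ctrl kidneys, and less RNA of the proximal tubule and of mitochondrial metabolism. All 20 tubule injury genes rose (median log2 fold change 4.27), as did all 24 genes of fibroblasts and extracellular matrix (median 2.59) and all 19 macrophage and monocyte markers (median 2.90). All 20 proximal tubule markers fell (median -1.56), with 26 of 27 genes of fatty acid oxidation (median -0.94), 22 of 23 genes that break down branched-chain amino acids (median -1.28) and 30 of 38 genes of oxidative phosphorylation (median -0.42, with 1 that rose). Adjusted over the list alone, the counts of these lists were unchanged. *Col1a1*, which encodes a chain of type I collagen, rose from 3.04 ± 3.84 to 91.1 ± 16.8 FPKM (mean ± SD, n = 5 mice per group), a log2 fold change of 4.85 (standard error 0.33, adjusted p = 2.89e-10 from limma). KDM6A Ctrl sham mouse 3 raised the sham mean, with 9.88 FPKM against 0.858 to 1.7 in the other KDM6A Ctrl sham mice. *Adgre1*, which encodes the macrophage protein F4/80, rose from 0.607 ± 0.234 to 11.4 ± 3.86 FPKM (log2 fold change 2.90, adjusted p = 9.18e-11). *Egf*, a growth factor made by the tubule, fell from 101 ± 19.1 to 6.30 ± 2.39 FPKM (log2 fold change -3.86, adjusted p = 1.62e-07). *Pvalb*, a calcium-binding protein of the distal convoluted tubule, fell from 17.3 ± 2.76 to 0.0674 ± 0.0942 FPKM. In KDM6A TubKO mice the injury, fibroblast and macrophage lists also rose in all of their measured members (medians 4.39, 2.40 and 3.22), and all proximal tubule markers fell (median -2.15). There 24 genes of fatty acid oxidation, 21 of branched-chain amino acid breakdown and 37 of oxidative phosphorylation fell, and none rose. limma's camera test, with a preset correlation between genes, called these 7 lists in both genotypes. With an estimated correlation their adjusted p lay between 0.0753 and 0.162 in KDM6A Ctrl mice and between 0.0615 and 0.199 in KDM6A TubKO mice. The injury, fibroblast and macrophage lists hold genes that the paper tabulates or names and are not independent evidence. Of 13842 genes, 4533 (32.7%) were higher and 1135 (8.20%) lower in KDM6A Ctrl UUO kidneys at the study threshold, and 5002 (36.1%) and 1366 (9.87%) in KDM6A TubKO UUO kidneys. At adjusted p, 7844 rose and 2085 fell in KDM6A Ctrl mice, and 8020 rose and 2307 fell in KDM6A TubKO mice. In KDM6A Ctrl mice every UUO kidney lay above every sham kidney for 4190 of the genes higher at the study threshold and below for 952 of those lower. Chance would set 0.794% of unselected genes apart in either direction, a share that does not apply to genes picked for their difference. The median over all genes was 0.35 in KDM6A Ctrl and 0.39 in KDM6A TubKO mice, and it moved by -0.23 in both under upper quartile rescaling and by -0.40 and -0.43 under quantile normalization. The share of genes past the study threshold that were higher was 80.0% in KDM6A Ctrl mice as deposited, 62.2% after upper quartile rescaling (3030 higher, 1840 lower) and 48.0% after quantile normalization (2197 higher, 2376 lower), and in KDM6A TubKO mice 78.5%, 61.0% and 48.2%. An F-test per gene with a library-size covariate, written after Ballgown's, passed 622 higher and 567 lower genes at the study threshold in KDM6A Ctrl mice and none at adjusted p. This covariate differs between sham and UUO kidneys, so that test cannot tell an effect of surgery from one of library size. An ordinary 2-sample test without the covariate, chosen after seeing the values, passed 4484 higher and 1110 lower genes at the study threshold.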

Among KDM6A^Ctrl^ mice, of 13,632 gene counts, 4485 (32.9%) genes were upregulated and 1110 (8.1%) were downregulated (fold change ≥1.5, *P*<0.05) in UUO kidneys in comparison to sham-operated kidneys (Fig. 3A); in KDM6A^TubKO^ mice, of 13,603 gene counts, 4964 genes (36.5%) were upregulated and 1332 (9.8%) were downregulated in UUO kidneys in comparison to sham-operated kidneys (Fig. 3B). Fig. 3C shows the number of overlapping and unique differentially expressed genes in the KDM6A^Ctrl^ and KDM6A^TubKO^ UUO mice in comparison to their respective control groups. In contrast to the difference between sham and UUO, as illustrated by the volcano plots in Fig. 3D and E, tubule cell knockout of *Kdm6a* had comparatively little effect on kidney transcriptional changes, either in sham-operated mice (Fig. 3D) or in UUO mice (Fig. 3E).

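Most genes that changed after obstruction did so in both genotypes. Of the genes higher at the study threshold in KDM6A Ctrl UUO kidneys, 3929 (86.7%) were also higher in KDM6A TubKO UUO kidneys, where independent lists of these sizes would share 1638. Of those lower in KDM6A Ctrl UUO kidneys, 977 (86.1%) were also lower in KDM6A TubKO UUO kidneys, where independent lists would share 112. No gene passed in opposite directions, and across genes the log2 fold changes of the 2 genotypes, which share no mice, had a Pearson's r of 0.94. In KDM6A Ctrl mice alone 604 genes were higher and 158 lower, and in KDM6A TubKO mice alone 1073 were higher and 389 lower. The difference between the genotypes' responses, tested as an interaction in limma, passed at adjusted p for 4 genes, each with an adjusted p of 0.0167 (2171 had an unadjusted p under 0.05). With urothelium markers as a covariate no gene passed. In 4 of 100 splits of the genotypes within each surgery, the real one included, as many genes passed, and another split gave 34. *Foxm1*, a transcription factor of dividing cells, had a log2 fold change after UUO of 0.97 in KDM6A Ctrl and 0.03 in KDM6A TubKO mice (interaction -0.95, standard error 0.15). *Atp5e*, which encodes a subunit of ATP synthase, had 0.19 in KDM6A Ctrl and -0.85 in KDM6A TubKO mice (interaction -1.04, standard error 0.16). In sham kidneys *Atp5e* was higher in KDM6A TubKO than in KDM6A Ctrl mice by log2 0.83 (adjusted p = 0.00239 from limma). Its interaction thus rests largely on the sham groups. *Rbak*, which encodes a zinc finger protein, had 0.39 and 1.09 (interaction 0.70), and the predicted gene *Gm6133* had 0.47 and 1.63 (interaction 1.15). Without KDM6A TubKO UUO mouse 5 no gene passed the interaction, and 49 passed upward and 47 downward without KDM6A TubKO UUO mouse 2. Leaving out KDM6A Ctrl sham mice 2, 4 or 5, KDM6A Ctrl UUO mice 1, 3, 4 or 5, KDM6A TubKO sham mice 1 or 3 or KDM6A TubKO UUO mouse 3 also moved 1 or both of these counts by more than 1.5 times, to values between those.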

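Sham-operated KDM6A TubKO and KDM6A Ctrl kidneys differed in far fewer genes than sham-operated and obstructed kidneys did, and most differences were small. In KDM6A TubKO sham kidneys *Gpam*, an enzyme of triglyceride synthesis, fell from 12.9 ± 2.89 to 5.75 ± 2.10 FPKM (mean ± SD, n = 5 per group), a log2 fold change of -1.07 (standard error 0.19, adjusted p = 0.00660 from limma). *Gamt*, which encodes an enzyme of creatine synthesis, rose from 9.51 ± 2.54 to 17.4 ± 2.52 FPKM (log2 fold change 0.84, adjusted p = 0.0105). Of 38 genes of oxidative phosphorylation, 19 rose and none fell (31 adjusted over the list alone, median log2 fold change 0.27), among them *Ndufb5* (log2 fold change 0.79, adjusted p = 0.0123). The camera call of this list had an adjusted p = 0.0819 with an estimated correlation. After a linear trend on transcript length was removed from each library, an alternative chosen after seeing the data, 4 of these genes rose (median 0.14), and over all genes 50 rose and 133 fell in sham kidneys; *Gpam*, *Gamt* and *Ndufb5* still passed (adjusted p = 0.0131, 0.0275 and 0.0406). In KDM6A TubKO UUO kidneys, against KDM6A Ctrl UUO kidneys, 13 of 19 urothelium markers fell and none rose (19 fell adjusted over the list alone, median -2.06, adjusted p = 0.778 with an estimated correlation). Some of these markers stand in the paper's Table 2, so the list is not independent. *Foxm1* fell from 1.25 ± 0.448 to 0.137 ± 0.0674 FPKM (adjusted p = 0.000244), and *Cnn1*, a smooth muscle gene, fell from 3.2 ± 2.11 to 0.558 ± 0.261 FPKM (adjusted p = 0.0116). *Itga9*, which encodes an integrin, rose from 1.97 ± 1.47 to 6.02 ± 1.26 FPKM (adjusted p = 0.00970), and the predicted gene *Gm15446* rose from 2.50 ± 0.395 to 6.64 ± 0.677 FPKM (adjusted p = 0.000355). Of 24 fibroblast and matrix genes, 1 fell (*Postn*, log2 fold change -1.05, adjusted p = 0.0169) and none rose, and *Col1a1* had a log2 fold change of 0.16 (adjusted p = 0.801). *Kdm6a* itself (X, 18162575 to 18279936 of GRCm38) measured 2.05 ± 0.217 FPKM in KDM6A Ctrl and 1.20 ± 0.359 in KDM6A TubKO sham kidneys (log2 fold change -0.48, adjusted p = 0.0502, 0.0322 with a pseudocount of 0.1, 0.0495 after upper quartile rescaling, and 0.0438 and 0.0500 without KDM6A Ctrl sham mouse 4 and KDM6A TubKO sham mouse 3). Its adjusted p was 0.109 after quantile normalization and 0.0520 with only the sham groups in the fit. After UUO *Kdm6a* measured 2.96 ± 0.634 and 3.04 ± 0.853 FPKM (adjusted p = 0.957). FPKM of a gene covers all of its exons and all kidney cells, so these values do not check the deletion. At the study threshold 89 genes were higher and 107 lower in KDM6A TubKO sham kidneys (1.42% of 13842), and 137 higher and 313 lower in KDM6A TubKO UUO kidneys (3.25%). At this threshold 82 unchanged genes passed in simulated data for the sham comparison, and other splits of the mice gave a median of 49 genes in sham and 132 in UUO kidneys. The higher counts moved past 1.5 times without KDM6A Ctrl sham mouse 4 (137 in sham) and without KDM6A Ctrl UUO mouse 5 (269 after UUO). At adjusted p 269 rose and 539 fell in sham kidneys, and 357 rose and 425 fell after UUO. The balance of these calls depended on scaling: genes that rose made up 33.3% of them in sham kidneys and 45.7% after UUO as deposited, 50% and 56.0% after upper quartile rescaling, and 41.8% and 56.2% after quantile normalization. The number series of the mouse identifiers as a covariate gave 112 and 249 in sham kidneys, array weights 587 and 954 in sham and 114 and 175 in UUO kidneys, a pseudocount of 0.1 gave 147 and 269 in UUO kidneys, and urothelium markers as a covariate 7 and 15 in UUO kidneys. The Ballgown-like F-test passed 3 and 12 in sham and 2 and 1 in UUO kidneys, and ended the calls of *Gpam* (adjusted p = 0.160), *Gamt* (0.189), *Ndufb5* (0.150), *Foxm1* (0.0670), *Cnn1* (0.122), *Itga9* (0.0819) and *Postn* (0.173). With only the compared groups in the fit the counts were 113 and 157 in sham kidneys, and 1 (*Gm15446*, adjusted p = 0.00401) and 0 after UUO, where 3407 genes had an unadjusted p under 0.05 in the fit of all groups. Leaving out any sham mouse but KDM6A TubKO sham mouse 4 moved the sham counts by more than 1.5 times, to 58 and 127 at the lowest (without KDM6A TubKO sham mouse 5) and 406 and 684 at the highest (without KDM6A Ctrl sham mouse 4), and leaving out any of KDM6A Ctrl UUO mice 1, 2, 3 and 5 and KDM6A TubKO UUO mice 1, 4 and 5 moved the UUO counts, to 85 and 119 at the lowest (without KDM6A TubKO UUO mouse 4) and 730 higher at the highest (without KDM6A Ctrl UUO mouse 5). Setting the volcano plots of the genotypes (Fig. 3D,E) against those of sham and UUO kidneys, the paper concludes that loss of *Kdm6a* from tubule cells had comparatively little effect on transcription in the kidney.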

**Fig. 3.**
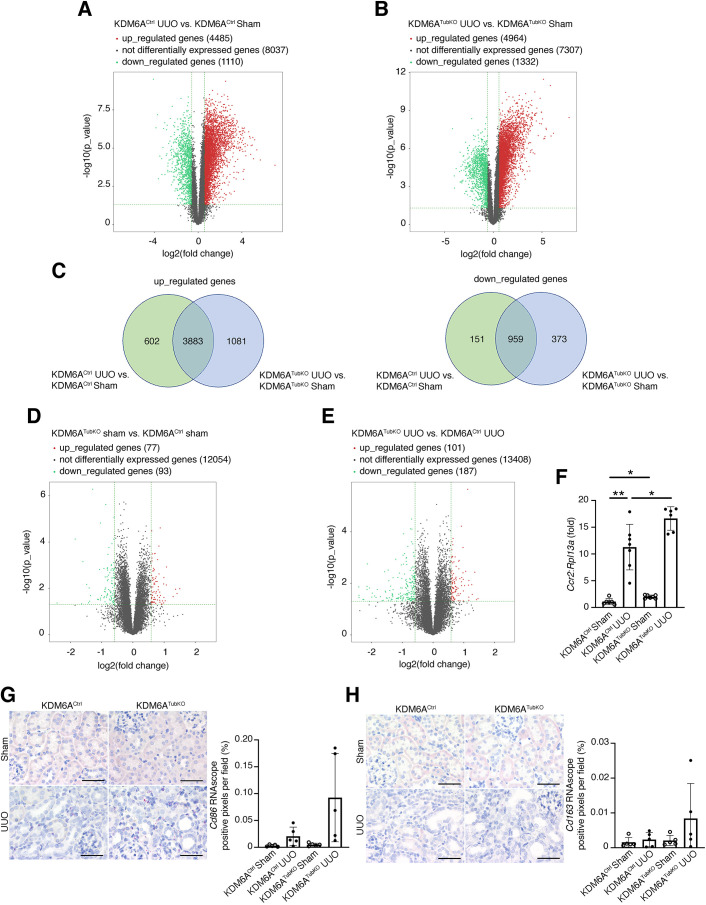
**Transcriptional changes in the kidneys of KDM6A^Ctrl^ and KDM6A^TubKO^ mice after sham or UUO surgery (*n*=5/group).** (A,B) Volcano plots of differentially expressed genes following RNA sequencing of mouse kidney homogenates from KDM6A^Ctrl^ and KDM6A^TubKO^ mice 7 days after sham or UUO surgery. (A) KDM6A^Ctrl^ UUO versus KDM6A^Ctrl^ sham. (B) KDM6A^TubKO^ UUO versus KDM6A^TubKO^ sham. (C) Venn diagrams showing number of shared and unique differentially expressed genes for the comparisons in A and B. (D,E) Volcano plots of differentially expressed genes following RNA sequencing of mouse kidney homogenates from KDM6A^TubKO^ sham versus KDM6A^Ctrl^ sham (D), and KDM6A^TubKO^ UUO versus KDM6A^Ctrl^ UUO (E). Red/green circles in A,B,D,E indicate statistically significant differentially expressed genes with fold change no less than 1.5 and *P*≤0.05 (red, upregulated; green, downregulated). Gray circles indicate genes that are not differentially expressed. (F) Quantitative reverse transcription polymerase chain (qRT-PCR) for *Ccr2* in KDM6A^Ctrl^ and KDM6A^TubKO^ sham-operated and UUO kidneys (KDM6A^Ctrl^ sham, *n*=6; KDM6A^Ctrl^ UUO, *n*=7; KDM6A^TubKO^ sham, *n*=7; KDM6A^TubKO^ UUO, *n*=6). (G,H) RNAscope *in situ* hybridization for *Cd86* (G) and *Cd163* (H) (left) and quantitation of positive pixels per digitized kidney cross section (*n*=5/group) (right). Original magnification 400×. Scale bars: 50 µm. Values are mean±s.d. *P<0.05, **P<0.01 by Brown–Forsythe ANOVA followed by Dunnett's T3 multiple comparisons test.

Tables 1 and 2 show the top 20 upregulated (Table 1) and downregulated (Table 2) genes in UUO and sham kidneys from KDM6A^Ctrl^ and KDM6A^TubKO^ mice. 

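Each of the 4 comparisons in Tables 1 and 2 has 20 genes upward and 20 downward, and all were measured here with the direction the tables give. After UUO, all 20 upregulated and all 20 downregulated genes of each genotype passed at adjusted p, and for each of them the 5 UUO kidneys lay wholly above or below the 5 sham kidneys. The upward log2 fold changes ran from 4.20 to 7.04 in KDM6A Ctrl mice and from 4.41 to 7.78 in KDM6A TubKO mice. The downward ones ran from -4.09 to -2.69 in KDM6A Ctrl mice and from -4.18 to -2.93 in KDM6A TubKO mice. *Timp1*, an inhibitor of matrix metalloproteinases, rose from 0.914 ± 1.71 to 54.6 ± 7.59 FPKM in KDM6A Ctrl mice (mean ± SD, n = 5, log2 fold change 5.17, adjusted p = 5.03e-10 from limma). Its sham mean rests on KDM6A Ctrl sham mouse 3 at 3.94 FPKM, with the other KDM6A Ctrl sham mice at most at 0.533. *C3*, the central component of complement, rose from 7.79 ± 9.50 to 256 ± 33.4 FPKM (log2 fold change 5.37). *Krt20*, a keratin of injured tubule cells, had a log2 fold change of 5.01 in KDM6A Ctrl and 5.43 in KDM6A TubKO mice. *Hpd*, an enzyme of tyrosine breakdown, fell from 46.9 ± 31.2 to 2.78 ± 1.01 FPKM in KDM6A Ctrl mice (log2 fold change -3.51, adjusted p = 1.36e-06). *Cyp2d9*, a cytochrome P450 of male kidneys, fell from 188 ± 50.8 to 13.0 ± 1.82 FPKM (log2 fold change -3.72, adjusted p = 3.74e-09). Between genotypes the folds were smaller. In sham kidneys, 5 of 20 upward and 10 of 20 downward genes passed at adjusted p, with log2 fold changes between 0.85 and 1.50 upward and between -2.43 and -0.91 downward. Among them, *Hao2*, a peroxisomal oxidase that is higher in female kidneys, rose in KDM6A TubKO sham mice from 130 ± 14.0 to 240 ± 26.5 FPKM (adjusted p = 0.0193, but 0.0706 after quantile normalization, 0.0540 in the Ballgown-like test and 0.0576 without KDM6A TubKO sham mouse 5). In UUO kidneys, 12 of 20 upward and 16 of 20 downward genes passed at adjusted p, with log2 fold changes between 0.92 and 1.46 and between -2.41 and -1.55. The lowest of these was *Upk1a*, a urothelial plaque protein, which measured 44.9 ± 41.5 FPKM in KDM6A Ctrl and 5.81 ± 4.10 in KDM6A TubKO UUO kidneys (adjusted p = 0.0218, at the highest 0.0622 without KDM6A TubKO UUO mouse 4, and 0.0521 without KDM6A Ctrl UUO mouse 2). In a fit of the UUO groups alone its adjusted p was 0.118, and in the Ballgown-like test 0.168. The genes were taken from the paper's tables, so their values had been seen before.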

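*Havcr1* encodes KIM-1, a membrane protein that injured proximal tubule cells make, and lies on chromosome 11 of GRCm38 from 46735080 to 46779578. It measured 11.6 ± 24.3 FPKM in KDM6A Ctrl sham and 455 ± 90.2 in KDM6A Ctrl UUO kidneys (mean ± SD, n = 5 mice per group). Sham-operated and obstructed kidneys of KDM6A TubKO mice measured 0.912 ± 0.605 and 425 ± 138 FPKM. The log2 fold change was 7.04 in KDM6A Ctrl mice (standard error 0.70, adjusted p = 4.10e-08 from limma) and 7.78 in KDM6A TubKO mice (standard error 0.70, adjusted p = 8.11e-09). These are folds of 131 and 220 on the log2(FPKM + 1) scale, the largest of all genes in each genotype. The ratio of the group means was 39.1 in KDM6A Ctrl and 466 in KDM6A TubKO mice. The difference between the genotypes' responses was 0.75 (adjusted p = 0.743), and KDM6A TubKO and KDM6A Ctrl UUO kidneys differed by -0.14 (adjusted p = 0.927). The KDM6A Ctrl sham mouse 3 measured 55.1 FPKM of *Havcr1*, and without it the log2 fold change in KDM6A Ctrl mice was 8.05. In that kidney other injury genes were raised too, with *Col1a1* at 9.88 and *Vcam1* at 7.35 FPKM.

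**Figure D1:**
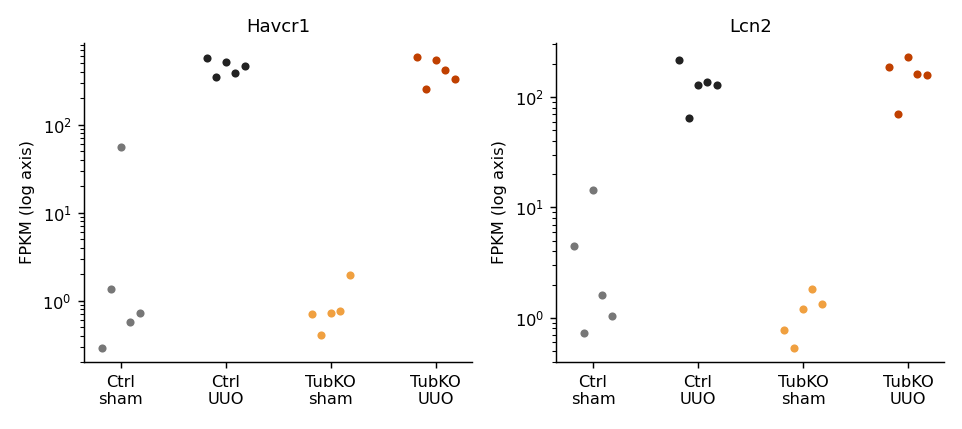
FPKM of *Havcr1* and *Lcn2* per kidney on a log axis in the 4 groups, with points for mice. The KDM6A Ctrl sham mouse 3 lies at 55.1 FPKM of *Havcr1*, above the other sham mice.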

The most upregulated gene in UUO mice was *Havcr1*, the gene encoding kidney injury molecule-1 (KIM-1), which was upregulated 131-fold in KDM6A^Ctrl^ UUO kidneys in comparison to KDM6A^Ctrl^ sham-operated kidneys and 220-fold in KDM6A^TubKO^ UUO kidneys in comparison to KDM6A^TubKO^ sham-operated kidneys (Table 1). Similarly, *Lcn2*, the gene encoding neutrophil gelatinase-associated lipocalin (NGAL), was upregulated 34-fold in KDM6A^Ctrl^ UUO kidneys and 73-fold in KDM6A^TubKO^ UUO kidneys (Table 1). 

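*Lcn2* (chromosome 2, 32384633 to 32388252 of GRCm38) encodes an iron-scavenging protein that injured tubule cells and neutrophils release. It measured 4.49 ± 5.81 FPKM in KDM6A Ctrl sham and 136 ± 54.3 in KDM6A Ctrl UUO kidneys, and 1.14 ± 0.505 in KDM6A TubKO sham and 162 ± 58.5 in KDM6A TubKO UUO kidneys (mean ± SD, n = 5 per group). The log2 fold change after UUO was 5.07 in KDM6A Ctrl mice (standard error 0.47, adjusted p = 1.88e-08 from limma), a fold of 33.6. It was 6.19 in KDM6A TubKO mice (standard error 0.47, adjusted p = 9.84e-10), a fold of 72.9. The ratio of the group means was 30.3 in KDM6A Ctrl and 143 in KDM6A TubKO mice. By fold on the log2(FPKM + 1) scale, *Lcn2* ranked 5 of all genes in KDM6A Ctrl and 2 in KDM6A TubKO mice. The difference between the genotypes' responses did not pass (1.12, adjusted p = 0.417), and the UUO kidneys of the genotypes differed by 0.25 (adjusted p = 0.782). Without KDM6A Ctrl sham mouse 3 the log2 fold change in KDM6A Ctrl mice was 5.58.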

A full list of differentially expressed genes is provided in Dataset 1.

**Table 1.**
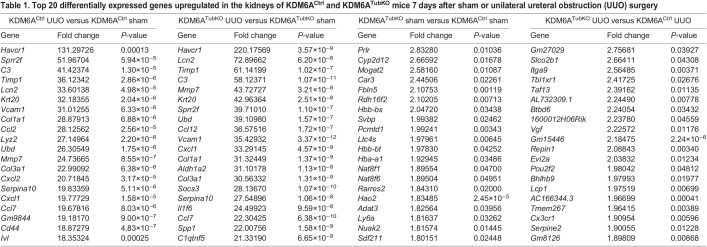
Top 20 differentially expressed genes upregulated in the kidneys of KDM6A^Ctrl^ and KDM6A^TubKO^ mice 7 days after sham or unilateral ureteral obstruction (UUO) surgery

**Table 2.**
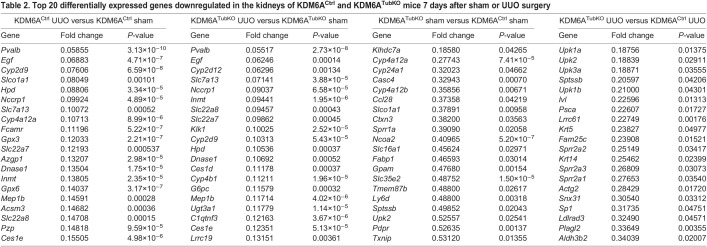
Top 20 differentially expressed genes downregulated in the kidneys of KDM6A^Ctrl^ and KDM6A^TubKO^ mice 7 days after sham or UUO surgery

Although less than 2% of genes were differentially expressed in either sham or UUO KDM6A^TubKO^ kidneys in comparison to KDM6A^Ctrl^ kidneys, several pro-inflammatory cytokines were differentially upregulated in KDM6A^TubKO^ UUO kidneys (versus KDM6A^Ctrl^ UUO kidneys), including *Cx3cr1* (fold change=1.91, *P*=0.0060), *Ccl12* (fold change=1.79, *P*=0.0295), *Ccr2* (fold change=1.79, *P*=0.0027) and *Cxcl14* (fold change=1.76, *P*=0.0254). 

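In KDM6A TubKO UUO kidneys *Cx3cr1* and *Ccr2*, receptors that monocytes and macrophages carry, were higher than in KDM6A Ctrl UUO kidneys, and the chemokines *Ccl12* and *Cxcl14* were higher by a similar fold without passing at adjusted p. *Cx3cr1* (chromosome 9, 119901616 to 120069879 of GRCm38), the fractalkine receptor, rose from 6.39 ± 2.38 to 12.7 ± 2.64 FPKM (mean ± SD, n = 5 per group), a fold of 1.91 (log2 0.93, standard error 0.19, adjusted p = 0.0149 from limma). *Ccr2* (chromosome 9, 124101950 to 124113557), the CCL2 receptor, rose from 12.0 ± 3.11 to 22.2 ± 4.65 FPKM, a fold of 1.79 (log2 0.84, standard error 0.17, adjusted p = 0.0142). For both genes all 5 KDM6A TubKO UUO kidneys lay above all 5 KDM6A Ctrl UUO kidneys. *Ccl12* (chromosome 11, 82101845 to 82103400), a monocyte chemoattractant, measured 25.7 ± 9.01 FPKM in KDM6A Ctrl and 45.9 ± 15.4 in KDM6A TubKO UUO kidneys, a fold of 1.79 (adjusted p = 0.158). *Cxcl14* (chromosome 13, 56288643 to 56296551) measured 32.9 ± 12.6 and 56.9 ± 15.0 FPKM, a fold of 1.76 (adjusted p = 0.0556, and under 0.05 after upper quartile rescaling at 0.0467, after quantile normalization at 0.0300 and without KDM6A Ctrl UUO mouse 1 at 0.0234, KDM6A Ctrl UUO mouse 5 at 0.0469 or KDM6A TubKO UUO mouse 2 at 0.0303). *Ccl2*, which encodes the CCR2 ligand, measured 44.9 ± 26.2 FPKM in KDM6A Ctrl and 21.7 ± 1.70 in KDM6A TubKO UUO kidneys (log2 fold change -0.83, adjusted p = 0.178). After UUO, *Cx3cr1* and *Ccr2* rose in both genotypes, by log2 2.08 and 2.87 in KDM6A Ctrl and 2.79 and 3.53 in KDM6A TubKO mice, and the interactions did not pass (adjusted p = 0.223 and 0.208). In sham kidneys the genotypes differed by log2 0.22 for *Cx3cr1* (adjusted p = 0.590) and 0.18 for *Ccr2* (adjusted p = 0.623). With only the UUO groups in the fit, the adjusted p was 0.102 for *Cx3cr1*, 0.0861 for *Ccr2* and 0.147 for *Cxcl14*. With a pseudocount of 0.1 that of *Ccr2* was 0.0515, and the Ballgown-like test gave 0.0773 for *Cx3cr1* and 0.0889 for *Ccr2*. Markers of the urothelium, from the wall of the renal pelvis, were lower in KDM6A TubKO than in KDM6A Ctrl UUO kidneys, with means per kidney between 1.78 and 3.66 against 2.59 and 6.32 on the log2(FPKM + 1) scale.

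**Figure D2:**
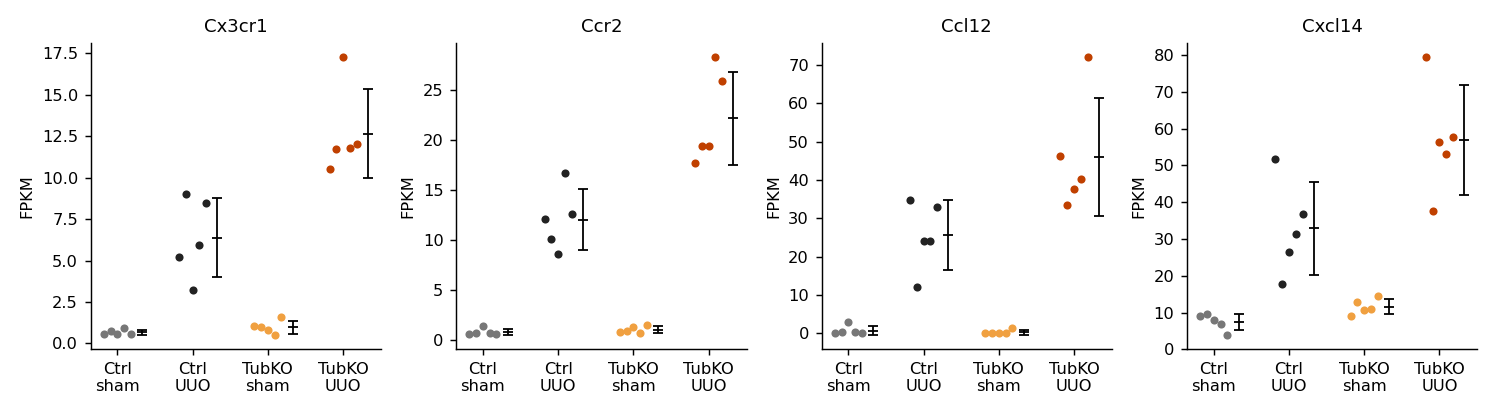
FPKM of *Cx3cr1*, *Ccr2*, *Ccl12* and *Cxcl14* per kidney in the 4 groups, with points for mice and the mean ± SD of each group. For *Cx3cr1* and *Ccr2* the KDM6A TubKO UUO mice all lie above the KDM6A Ctrl UUO mice.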

Given the accumulation of macrophages in UUO kidneys (Fig. 1D) and the importance of macrophage recruitment in CCL2/CCR2 signaling between injured tubule cells and pro-inflammatory macrophages (Xu et al., 2019), we sought to validate our RNA-sequencing findings by performing quantitative reverse transcription polymerase chain reaction (qRT-PCR) for *Ccr2*. Here, we observed an expected increase in *Ccr2* mRNA in UUO mice, with a further incremental increase in *Ccr2* mRNA levels with KDM6A knockout (Fig. 3F), as was observed by RNA sequencing. We next set out to determine whether the macrophages that accumulate 7 days after UUO in KDM6A^Ctrl^ and KDM6A^TubKO^ kidneys are predominantly pro-inflammatory ‘M1-like’ or reparative ‘M2-like’. To do this, we performed RNAscope *in situ* hybridization for the M1 marker *Cd86* and the M2 marker *Cd163* (Fig. 3G,H). In these experiments, we observed that most infiltrating macrophages in mouse kidneys 7 days after UUO are pro-inflammatory M1-like *Cd86*^+^ cells (Fig. 3G,H). Although *Cd86*^+^ puncta and *Cd163*^+^ puncta were numerically increased in KDM6A^TubKO^ UUO kidneys, this did not reach statistical significance in multiple group comparisons (Fig. 3G,H).

### Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis reveals downregulation of peroxisome proliferator-activated receptor (PPAR) signaling pathways with tubule cell *Kdm6a* knockout, associated with increased immune pathway activation

To identify which molecular interaction/reaction networks are specifically affected by tubule cell *Kdm6a* knockout, we performed KEGG pathway analysis of the differentially expressed genes. The top five upregulated and downregulated pathways are shown in Tables S2-S5, and a full list of dysregulated pathways and the differentially expressed genes contributing to these pathways is provided in Dataset 2. 

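Gene lists written from general knowledge before the data were examined were set against the tables of pathways. After UUO, genes of the cytokine list, members of the pathway of viral proteins that bind cytokines, rose in both genotypes: 55 of 63 in KDM6A Ctrl mice, with 2 that fell, and 57 in KDM6A TubKO mice, with 1 that fell. Adjusted over the list alone 56 and 57 rose, and the camera adjusted p was 0.130 and 0.131 with an estimated correlation. Of 26 genes of apoptosis, a pathway in Table S3, 20 rose in each genotype, with medians of 0.67 and 0.73. Of that list 1 fell in KDM6A Ctrl and 2 fell in KDM6A TubKO mice, with the same counts adjusted over the list alone. The camera test called it in KDM6A Ctrl mice (adjusted p = 0.0245, and 0.162 with an estimated correlation) and not in KDM6A TubKO mice (adjusted p = 0.0645, and 0.0462 without KDM6A TubKO UUO mouse 4). Of 68 genes of the PPAR signaling list, 32 fell and 15 rose in KDM6A Ctrl mice and 33 fell and 14 rose in KDM6A TubKO mice after UUO, as many as when adjusted over the list alone. The medians were -0.37 and -0.45, and the camera adjusted p was 0.0753 and 0.0749 with an estimated correlation. The PPAR and cytokine lists were written knowing members that the paper shows, so they are not independent.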

Because KDM6A is best understood to mediate gene activation (Agger et al., 2007; Lan et al., 2007; Lee et al., 2007), we reasoned that *Kdm6a* knockout would be most likely to directly affect pathway downregulation. Accordingly, we focused our attention on pathways that were downregulated in KDM6A^TubKO^ sham-operated mice and KDM6A^TubKO^ UUO mice in comparison to KDM6A^Ctrl^ sham-operated and KDM6A^Ctrl^ UUO mice, respectively (Tables S4 and S5). 

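PPARs are receptors for fatty acids that switch on genes of fatty acid use, and several genes of their pathway were lower in KDM6A TubKO than in KDM6A Ctrl kidneys. *Cyp4a12a*, a fatty acid hydroxylase of male kidneys (chromosome 4, 115299046 to 115332815 of GRCm38), fell in sham kidneys from 87.3 ± 26.6 to 23.0 ± 4.91 FPKM (mean ± SD, n = 5 per group, log2 fold change -1.85, standard error 0.31, adjusted p = 0.00590 from limma). *Ppara*, which encodes PPAR-alpha (chromosome 15, 85734983 to 85802819), fell in sham kidneys from 8.08 ± 1.36 to 4.19 ± 1.14 FPKM (log2 fold change -0.82, standard error 0.17, adjusted p = 0.0135). For both genes all KDM6A TubKO sham kidneys lay below all KDM6A Ctrl sham kidneys. The Ballgown-like F-test ended both calls (adjusted p = 0.0918 for *Cyp4a12a* and 0.171 for *Ppara*), and removing a trend on transcript length, chosen after seeing the data, kept them (0.0128 and 0.0275). In UUO kidneys *Fads2*, a fatty acid desaturase (chromosome 19, 10064164 to 10101503), fell from 26.9 ± 6.71 to 11.1 ± 3.42 FPKM (log2 fold change -1.21, standard error 0.18, adjusted p = 0.00345), and *Fabp5*, a fatty acid carrier, fell from 6.26 ± 2.28 to 3.18 ± 0.611 FPKM (adjusted p = 0.0121). *Pparg* measured 5.22 ± 3.93 FPKM in KDM6A Ctrl and 1.71 ± 0.331 in KDM6A TubKO UUO kidneys (log2 fold change -1.0, adjusted p = 0.0349, 0.0561 with a pseudocount of 0.1, and -0.69 with 0.0535 without KDM6A Ctrl UUO mouse 2). *Ppara* in UUO kidneys measured 2.23 ± 0.603 and 1.15 ± 0.452 FPKM (log2 fold change -0.59, adjusted p = 0.0486, 0.0522 with the number series of the mouse identifiers as a covariate, 0.0566 after upper quartile rescaling, and up to 0.126 without KDM6A TubKO UUO mouse 4). Of 68 measured members, 5 were lower at the study threshold in KDM6A TubKO sham kidneys (*Angptl4*, *Cyp4a12a*, *Cyp4a12b*, *Fabp1* and *Ppara*), where 0.526 would be drawn by chance (one-sided Fisher's exact test, p = 0.000178). In KDM6A TubKO UUO kidneys 9 were lower (*Acsl1*, *Cyp4a12a*, *Ehhadh*, *Fabp5*, *Fads2*, *Ppara*, *Ppard*, *Pparg* and *Scd1*), where 1.54 would be drawn by chance (p = 2.10e-05 from the same exact test). *Cyp4a12a* and *Ppara* are in both sets. In UUO kidneys *Cyp4a12a*, *Acsl1* and *Ehhadh* had adjusted p of 0.190, 0.119 and 0.150 from limma. These 3 did not pass the ordinary 2-sample test, chosen after seeing the values, which left 6 members (p = 0.000324 from the exact test). At adjusted p 5 members fell in sham and 7 in UUO kidneys and none rose (adjusted over the list alone 7 fell in sham, and 10 fell and 1 rose after UUO). The camera test did not call the list in sham kidneys (median -0.12, adjusted p = 0.154) and called it in UUO kidneys (median -0.24, adjusted p = 0.00122, 0.778 with an estimated correlation, and 0.177 with urothelium markers as a covariate). In the same comparison 19 of 20 proximal tubule markers (median -0.40, none passed singly, camera adjusted p = 0.00386, 0.778 with an estimated correlation, and above 0.05 without KDM6A TubKO UUO mouse 1 or KDM6A Ctrl UUO mouse 3) and all 19 urothelium markers had negative log2 fold changes. The list was written from memory, not taken from KEGG, and holds genes seen in the paper. With only the UUO groups in the fit no member passed (adjusted p = 0.0760 for *Fads2*, 0.104 for *Fabp5*, 0.127 for *Ppara* and 0.155 for *Pparg*), nor in UUO kidneys did these 4 in the Ballgown-like test (0.0762, 0.127, 0.116 and 0.222), and the calls of *Ppara* and *Pparg* after UUO were also lost without KDM6A Ctrl UUO mouse 2 or KDM6A TubKO UUO mice 1, 3, 4 or 5, that of *Ppara* without KDM6A Ctrl UUO mice 1 or 3 and that of *Pparg* without KDM6A Ctrl UUO mouse 4. In KDM6A Ctrl UUO mouse 5 markers of perirenal fat were high, with a mean of 4.35 on the log2(FPKM + 1) scale.

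**Figure D3:**
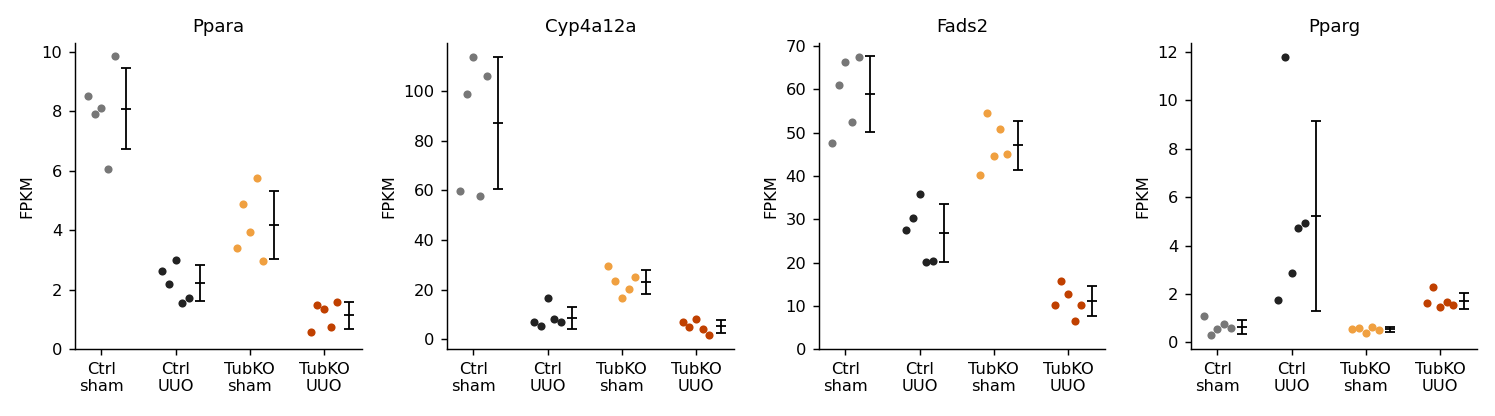
FPKM of *Ppara*, *Cyp4a12a*, *Fads2* and *Pparg* per kidney in the 4 groups, with points for mice and the mean ± SD of each group. For *Ppara* and *Cyp4a12a* the KDM6A TubKO sham mice all lie below the KDM6A Ctrl sham mice.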

Mmu03320 PPAR_signaling_pathway was the most downregulated pathway in the KEGG pathway comparison of KDM6A^TubKO^ and KDM6A^Ctrl^ kidneys in sham-operated mice (Fig. S1A) and the second most downregulated pathway in the comparison of KDM6A^TubKO^ and KDM6A^Ctrl^ UUO kidneys (Fig. S1B). The most upregulated KEGG pathway in KDM6A^TubKO^ UUO kidneys (in comparison to KDM6A^Ctrl^ UUO kidneys) was mmu04061 Viral_protein_interaction_with_cytokine_and_cytokine_receptor (Fig. S1C), indicative of augmented tissue inflammation with *Kdm6a* knockout from tubule epithelial cells.

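The 6 members of the cytokine list higher at the study threshold in KDM6A TubKO UUO than in KDM6A Ctrl UUO kidneys were *Ccl12*, *Ccl8*, *Ccr2*, *Cx3cr1*, *Cxcl14* and *Il2*. Drawn by chance, 0.624 of the 63 measured members would be among them (one-sided Fisher's exact test, p = 3.60e-05). At the same threshold 5 members were lower, *Ccl2*, *Cxcl2*, *Cxcl3*, *Cxcl5* and *Ppbp*, so the list moved in both directions. *Ccl8*, a chemokine that draws monocytes, measured 10.6 ± 2.10 FPKM in KDM6A Ctrl and 16.5 ± 3.22 in KDM6A TubKO UUO kidneys (mean ± SD, n = 5 per group, log2 fold change 0.59, adjusted p = 0.0864 from limma). *Il2*, a growth factor of T cells, had a log2 fold change of 0.63 (adjusted p = 0.196). At adjusted p 2 members rose, the receptors *Ccr2* and *Cx3cr1*, and 1 fell (4 rose and 1 fell adjusted over the list alone). The median over the list was 0.09, and the camera test did not call it (adjusted p = 0.142, and 0.778 with an estimated correlation). In sham kidneys 2 members, *Cx3cl1* and *Cxcl14*, were higher at the study threshold, where 0.405 would be drawn by chance (p = 0.0620 from the same exact test), 2 were lower, *Ccl28* and *Cxcl1*, and none passed at adjusted p in limma over all genes or over the list alone.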

### Knockdown of KDM6A downregulates peroxisome proliferator-activated receptor gamma coactivator 1-alpha (PGC-1α) in HK-2 cells

PPAR signaling can have both anti-inflammatory (Straus and Glass, 2007) and pro-apoptotic (Gao et al., 2015) effects. Given the histological evidence we had seen of decreased tubule cell apoptosis (Fig. 2G,H) and increased kidney inflammation (Fig. 2I, Fig. 3F,G) with KDM6A knockout, we were interested to explore further whether KDM6A regulates PPARs in tubule epithelial cells. For these experiments, we used the human proximal tubule HK-2 cell line to circumvent limitations imposed by bulk tissue analysis of mixed cell populations. As expected, transfection with *KDM6A* short interfering RNA (siRNA) caused a significant reduction in KDM6A protein levels in HK-2 cells (Fig. 4A). However, this did not result in a significant change in *PPARA* or *PPARD* mRNA levels, whereas *PPARG* mRNA levels were unexpectedly increased (Fig. 4B). We speculated, therefore, that KDM6A can regulate PPAR signaling by altering the expression of one of the PPAR binding partners that regulates gene transcription in response to PPAR signaling. Unlike PPAR isoforms themselves, we observed that mRNA levels of *PPARGC1A* (the gene encoding PGC-1α) were significantly reduced in HK-2 cells with KDM6A knockdown (Fig. 4C), accompanied by a reduction in PGC-1α protein levels (Fig. 4D) and a significant upregulation in the expression of the pro-fibrotic gene *CCN2* (Fig. 4E).

**Fig. 4.**
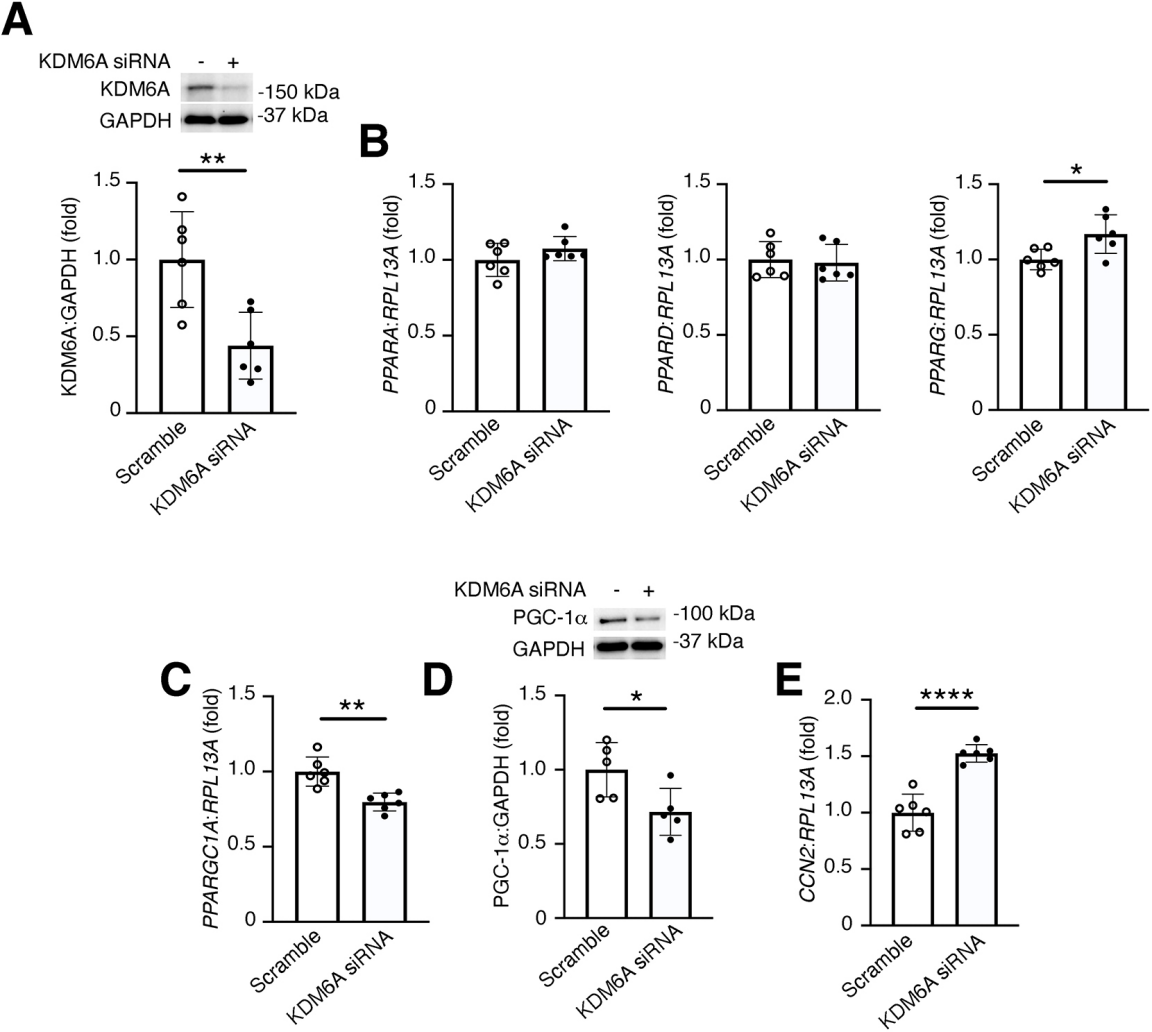
**Knockdown of KDM6A downregulates PGC-1α in HK-2 cells.** (A) Immunoblotting of HK-2 cells transfected with scramble or KDM6A siRNA for 48 h (*n*=6/condition). (B) qRT-PCR for *PPARA* (left), *PPARD* (middle) and *PPARG* (right) in HK-2 cells transfected with scramble or KDM6A siRNA for 48 h (*n*=6/condition). (C,D) qRT-PCR (C; *n*=6/condition) and immunoblotting (D; *n*=5/condition) for *PPARGC1A/*PGC1-α in HK-2 cells transfected with scramble or KDM6A siRNA for 48 h. (E) qRT-PCR for *CCN2* in HK-2 cells transfected with scramble or KDM6A siRNA for 48 h (*n*=6/condition). Values are mean±s.d. *P<0.05, **P<0.01, ****P<0.0001 by unpaired two-tailed Student’s *t*-test.

### Despite higher tubule cell *Kdm6a* mRNA levels in females than in males, kidney fibrosis after UUO is equivalent in males and females

Lastly, we reflected on our experiments and that our studies, to date, had been performed in male mice and in a cell line that had been derived from a male donor. Cognizant that KDM6A escapes X-chromosome inactivation (Greenfield et al., 1998), we studied a further cohort of female C57BL/6N mice 7 days after sham or UUO surgery. We used the same RNAscope *in situ* hybridization approach to quantify tubule cell *Kdm6a* transcripts as we had used in our initial experiments in male mice (Fig. 1H). Taking this approach, we observed that tubule epithelial cell *Kdm6a* levels in sham-operated female mice were approximately double those in male mice and, like in males, they were increased after UUO (Fig. 1H and Fig. 5A). Similarly, immunoblotting kidney homogenates of male and female mice revealed increased KDM6A protein abundance in female mice in comparison to male mice (Fig. 5B). Given the increased inflammation in male KDM6A^TubKO^ UUO kidneys (Fig. 2I, Fig. 3F,G), and the downregulation of PGC-1α and upregulation of *CCN2* in male HK-2 cells with KDM6A knockdown (Fig. 4C-E), we speculated that if heightened *Kdm6a* mRNA levels in female mice substantially compensate for kidney tubule injury this would be manifested by an attenuation in kidney fibrosis in comparison to that in male mice. Accordingly, we subjected male and female C57BL/6N mice to sham or UUO surgery, and we followed the mice for 14 days (Table S6), extending the period of follow up because of the previously observed absence of difference in Picrosirius Red staining 7 days after UUO (Fig. 1G). *Col1a1* and *Col1a2* mRNA levels were marginally, albeit significantly, higher in the kidneys of sham-operated female mice than in those of sham-operated male mice (Fig. 5C). However, *Col1a1* and *Col1a2* mRNA was increased equivalently (∼30- to 60-fold) in males and females after UUO (Fig. 5C), as was α-SMA protein abundance as determined by immunoblotting (Fig. 5D). Similarly, Picrosirius Red staining was increased 14 days after UUO and was unaffected by mouse sex (Fig. 5E).

**Fig. 5.**
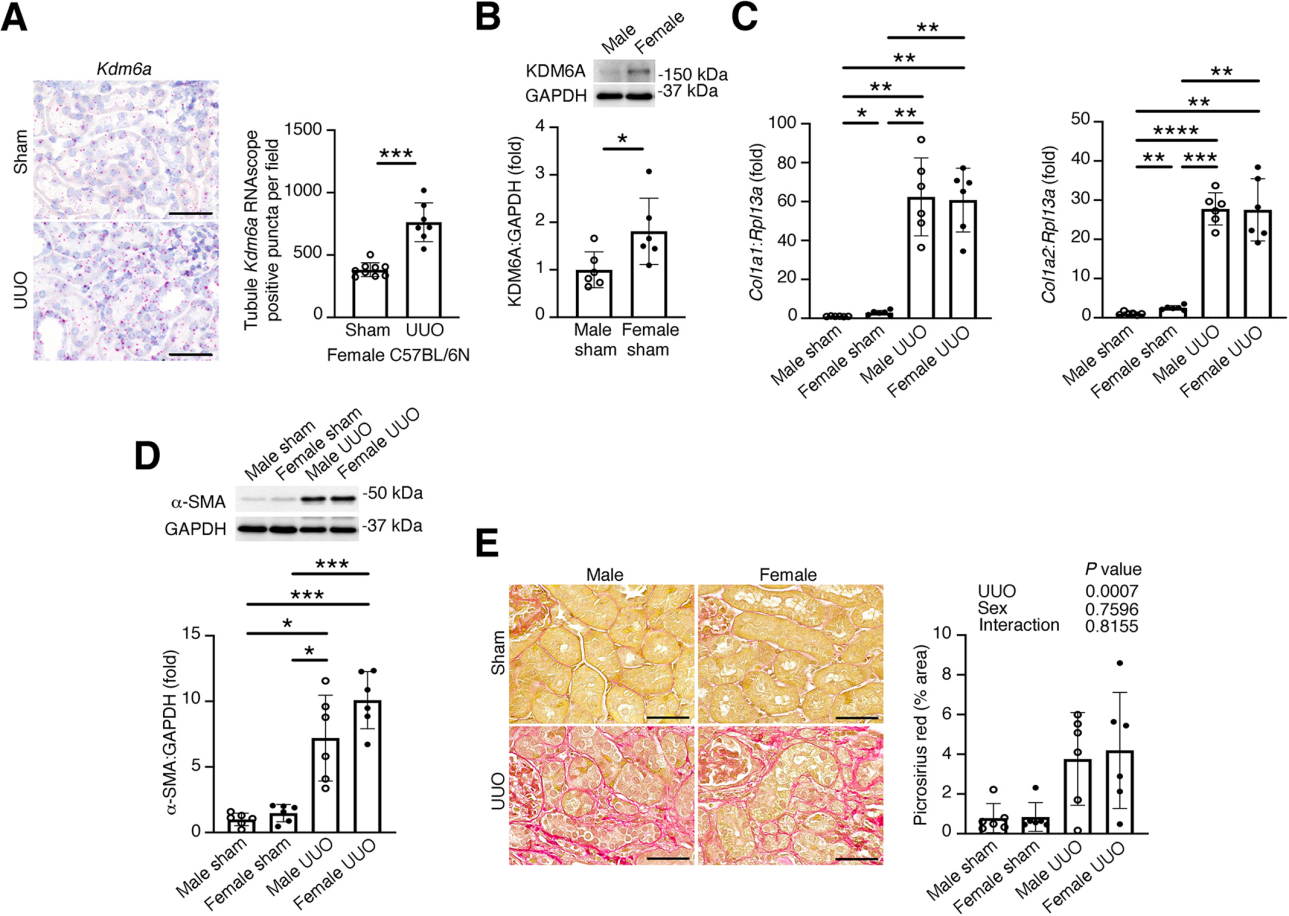
**Tubule cell *Kdm6a* is increased in female mice, but kidney fibrosis is similar in males and females 14 days after UUO.** (A) RNAscope *in situ* hybridization for *Kdm6a* in the kidneys of female C67BL/6N mice 7 days after sham or UUO surgery (left) and quantitation of tubule *Kdm6a* RNAscope puncta (red) (sham, *n*=9; UUO, *n*=7) (right). Original magnification 400×. Scale bars: 50 µm. (B) Immunoblotting of kidney homogenates of sham-operated male and female C57BL/6N mice for KDM6A (*n*=6/group). (C) qRT-PCR for *Col1a1* (left) and *Col1a2* (right) in the kidneys of male and female C57BL/6N mice 14 days after sham or UUO surgery (*n*=6/group). (D) Immunoblotting for α-SMA in kidney homogenates of male and female C57BL/6N mice 14 days after sham or UUO surgery (*n*=6/group). (E) Representative images of Picrosirius Red-stained kidney sections (left) and quantitation of interstitial Picrosirius Red staining of kidney sections from male and female C57BL/6N mice 14 days after sham or UUO surgery (*n*=6/group) (right). Original magnification 400×. Scale bars: 50 µm. Values are mean±s.d. *P<0.05, **P<0.01, ***P<0.001, ****P<0.0001 by unpaired two-tailed *t*-test with Welch's correction (A,B), Brown–Forsythe ANOVA followed by Dunnett's T3 multiple comparisons test (C,D) or two-way ANOVA (E).

## DISCUSSION

In the present study, we explored the expression patterns of *Kdm6a* in kidney tubule epithelial cells and the effects of *Kdm6a* knockout from tubule epithelial cells in mice under sham-operated conditions and with obstructive uropathy caused by UUO. Knockout of *Kdm6a* from tubule cells resulted in relatively small, albeit detectable, transcriptional and histological changes in male mice with UUO, including diminished tubule cell apoptosis and augmented inflammation; in HK-2 cells, KDM6A knockdown decreased PGC-1α levels. Consistent with X-chromosome inactivation escape, tubule cell *Kdm6a* transcript abundance was higher in female mice than in male mice, with *Kdm6a* mRNA levels increasing with UUO proportionately in males and females from their baseline sex-determined levels. Despite heightened *Kdm6a* in female mice, kidney fibrosis occurred similarly in females and males following UUO. Collectively, the findings illustrate the relatively subtle consequences of deletion of a single histone demethylase from a single cell type in the kidney and that ostensibly ‘epigenetic’ enzymes can be dynamically regulated in the kidney without being causatively implicated in disease pathogenesis.

We initially studied mice 7 days after UUO, at a point in time characterized by tubule programmed cell death, kidney inflammation and heightened collagen production, but prior to the development of extensive interstitial fibrosis likely to represent irreversible parenchymal loss. At this point in time, we observed upregulation of tubule cell *Kdm6a* levels, like that previously observed in the glomeruli, podocytes, mesangial cells or tubule cells of mice and humans with diabetes or focal segmental glomerulosclerosis (Chen et al., 2019; Lin et al., 2019; Majumder et al., 2018). The causes of KDM6A upregulation in kidney disease are uncertain. Seven days after UUO, kidneys exhibit evidence of activation of epidermal growth factor receptor (EGFR) signaling (Liu et al., 2011), and EGFR has been reported to transcriptionally upregulate *Kdm6a* (Zhou et al., 2022). Conversely, however, KDM6A has been reported to be oxygen sensitive, with hypoxia decreasing KDM6A activity (Chakraborty et al., 2019). Renal tubule hypoxia precedes tubulointerstitial fibrosis in UUO kidneys (Higgins et al., 2007), and thus increases in *Kdm6a* mRNA levels could alternatively represent compensation for diminished KDM6A enzymatic activity. In addition to an upregulation in tubule *Kdm6a* with UUO, we observed higher *Kdm6a* mRNA levels in the tubule cells of female mice in comparison to those of male mice, both under sham-operated conditions and after UUO. Interestingly, despite the well-characterized escape of KDM6A from X-chromosome inactivation in mice and humans (Greenfield et al., 1998), there is surprisingly little published literature describing sex-dependent differences in KDM6A in the kidney. In our previous work, we did not observe a difference in human podocyte KDM6A protein levels in male and female human kidney tissue, albeit by immunohistochemistry and in a small number of tissue samples (Majumder et al., 2018). Similarly, sex differences in KDM6A expression implicating KDM6A upregulation in renal cell carcinoma have not been described in the literature (Shen et al., 2012; Wang et al., 2016). In the present study, despite higher *Kdm6a* levels in female kidneys than in male kidneys, and upregulation of these levels with UUO in both sexes, the fibrogenic response to UUO was similar. Thus, tubule cell *Kdm6a* varies, increasing in response to injury from a sex-determined baseline. However, higher levels do not necessarily imply a role for *Kdm6a* in disease pathogenesis.

Although, in comparison to sham-operated male mice as a point of reference, higher tubule cell *Kdm6a* levels do not indicate a major role for KDM6A in kidney disease pathogenesis, this does not exclude an influence of constitutively expressed KDM6A on the natural history of disease. To explore this possibility, we studied KDM6A^TubKO^ mice. We did this by breeding mice with LoxP sites placed around the JmjC domain-encoding exon of the *Kdm6a* gene (Manna et al., 2015) with tubule-specific *Pax8*-Cre^+^ mice (Bouchard et al., 2004), with our histological survey demonstrating Pax8 expression in normal mice extending throughout the length of the kidney tubule. KDM6A^TubKO^ mice were viable and fertile, without overt phenotypic abnormality detected under sham-operated conditions, indicating a non-essential role of KDM6A in renal homeostasis. Although we observed neither exacerbation nor attenuation of kidney fibrosis 7 days after UUO in KDM6A^TubKO^ mice, the deletion of *Kdm6a* from tubule epithelial cells was not entirely without consequence. 

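In KDM6A TubKO UUO kidneys 4 of 19 macrophage and monocyte markers rose against KDM6A Ctrl UUO kidneys and none fell (5 rose adjusted over the list alone), with a median log2 fold change of 0.24. Besides *Ccr2* and *Cx3cr1* these were *Mrc1*, the macrophage mannose receptor, which rose from 11.9 ± 2.19 to 18 ± 2.54 FPKM (mean ± SD, n = 5 per group, log2 fold change 0.57, adjusted p = 0.0343 from limma), and *Itgam*, the integrin CD11b, which rose from 5.50 ± 2.22 to 9.01 ± 1.87 FPKM (log2 fold change 0.66, adjusted p = 0.0311). *Cd86*, a marker of M1-like macrophages, rose from 3.46 ± 0.461 to 4.78 ± 0.319 FPKM (log2 fold change 0.38, adjusted p = 0.0349). *Adgre1* measured 11.4 ± 3.86 and 13.1 ± 2.59 FPKM (log2 fold change 0.22, adjusted p = 0.458), and *Ptprc*, the leukocyte protein CD45, 3.98 ± 1.21 and 5.28 ± 0.720 FPKM (log2 fold change 0.36, adjusted p = 0.0762, 0.0486 with the number series as a covariate, 0.0385 after quantile normalization, and 0.0133 without KDM6A Ctrl UUO mouse 5 or 0.0432 without KDM6A TubKO UUO mouse 2). The adjusted p of *Ptprc* was 0.241 with only the UUO groups in the fit and 0.0557 after upper quartile rescaling. The camera adjusted p of the macrophage list was 0.00122, and 0.778 with an estimated correlation; the paper names *Ccr2*, *Cx3cr1* and *Cd86*, so this list and the M1-like list are not independent. Of 11 M1-like markers 1 rose and of 9 M2-like markers 1 rose, and none fell (2 and 2 rose adjusted over the list alone, camera adjusted p = 0.599 and 0.202). No marker of T and NK cells, B and plasma cells or neutrophils passed at adjusted p over all genes or over the list alone, and of 10 dendritic cell markers 1 rose adjusted over the list alone (list medians 0.17, 0.19, -0.43 and 0.17). In sham kidneys no macrophage marker passed (median 0.18, camera adjusted p = 0.0402, 0.894 with an estimated correlation, and up to 0.109 without KDM6A Ctrl sham mice 1, 2, 4 or 5 or KDM6A TubKO sham mouse 5). With only the UUO groups in the fit the adjusted p was 0.0932 for *Mrc1* and *Cd86* and 0.145 for *Itgam*, and with a pseudocount of 0.1 it was 0.225 for *Mrc1*, 0.253 for *Cd86* and 0.133 for *Itgam*; the Ballgown-like test gave 0.0792 for *Mrc1*, 0.0670 for *Cd86* and 0.0883 for *Itgam*. All 3 calls were also lost without KDM6A Ctrl UUO mice 2 or 3 or KDM6A TubKO UUO mice 4 or 5 (at the highest 0.0849 for *Mrc1*, 0.0787 for *Itgam* and 0.0879 for *Cd86*), those of *Itgam* and *Cd86* without KDM6A TubKO UUO mice 1 or 3, and that of *Itgam* without KDM6A Ctrl UUO mouse 4 (adjusted p = 0.0516).

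**Figure D4:**
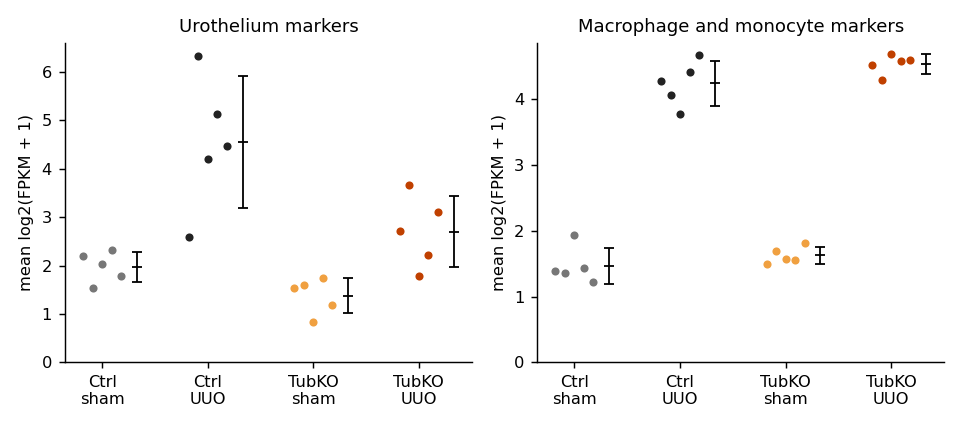
Mean log2(FPKM + 1) over the macrophage and monocyte markers and over the urothelium markers per kidney in the 4 groups, with points for mice and the mean ± SD of each group. Urothelium markers lie between 2.59 and 6.32 in KDM6A Ctrl UUO mice and between 1.78 and 3.66 in KDM6A TubKO UUO mice.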

Most notably, we observed a small, but consistent, increase in kidney inflammation as determined by RNA sequencing, qRT-PCR and RNAscope *in situ* hybridization. This was accompanied by an apparently paradoxical reduction in tubule cell apoptosis.

In a search for a unifying explanation for the modest histological and transcriptional consequences of tubule cell *Kdm6a* knockout, we focused on the PPAR signaling downregulation observed by KEGG pathway analysis, and we shifted to a cell culture system to circumvent the limitations of mixed cell populations in bulk tissue analysis. However, we did not observe a downregulation in PPARs themselves with KDM6A knockdown; rather, we observed reduction in the protein levels of the transcriptional coactivator PGC-1α, which plays a key role in regulating PPAR signaling (Puigserver and Spiegelman, 2003), as well as mRNA levels of the encoding gene, *PPARGC1A*. PGC-1α protects against kidney disease development (Lynch et al., 2018), is downregulated in UUO kidneys (log_2_ fold change=0.64, *P*=3.75×10^−5^; Dataset 1) and promotes recovery from kidney injury caused by inflammation (Tran et al., 2011). 

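*Ppargc1a*, which encodes PGC-1α, a coactivator that drives mitochondrial genes, lies on chromosome 5 of GRCm38 from 51454250 to 51567726. It fell from 16.8 ± 1.88 FPKM in KDM6A Ctrl sham to 10.4 ± 0.677 in KDM6A Ctrl UUO kidneys (mean ± SD, n = 5 mice per group), and all UUO kidneys lay below all sham kidneys. The log2 fold change was -0.64 (standard error 0.11, adjusted p = 2.65e-05 from limma), a fold of 0.641. In KDM6A TubKO mice it fell from 16.3 ± 2.16 to 11.1 ± 1.75 FPKM (log2 fold change -0.53, standard error 0.11, adjusted p = 0.000189). The responses of the genotypes differed by 0.11 (adjusted p = 0.745), and KDM6A TubKO and KDM6A Ctrl UUO kidneys by 0.07 (adjusted p = 0.725).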

Importantly, PGC-1α has also previously been reported to be repressed by H3K27me3 (Luo et al., 2020) and positively regulated by KDM6A (Zha et al., 2015).

The present study has several limitations that warrant particular emphasis. First, we made an *a priori* decision to study male KDM6A^TubKO^ mice because of a previously described susceptibility to fibrosis in male rodents after UUO (Cho et al., 2012; Metcalfe et al., 2008). However, at the 7-day timepoint chosen, whereas we observed increases in kidney hydroxyproline content and α-SMA immunostaining in UUO mice, we did not detect a significant increase in interstitial fibrosis by Picrosirius Red staining across whole-kidney cross-sections. In retrospect, this observation is unsurprising given recent fate-mapping experiments that have demonstrated that the major collagen-producing cells in the kidney are myofibroblasts that are derived from pericytes and fibroblasts (Kuppe et al., 2021). Accordingly, were matrix deposition to be altered (either increased or decreased) in the kidneys of KDM6A^TubKO^ UUO mice, in comparison to those of wild-type UUO mice, it would likely occur as a secondary (or tertiary) response to changes within tubule epithelial cells, rather than as a primary effect on fibrotic gene production by these cells. Males, however, also express the *Kdm6a* homolog, *Uty*. Thus, the findings in KDM6A^TubKO^ mice reflect those that occur in the absence of KDM6A and presence of UTY. Whether tubule cell knockout of KDM6A in females (i.e. KDM6A and UTY absence) would yield a different phenotype either under normal conditions or in response to injury requires further experimentation. On the one hand, *Kdm6a*^−/−^ embryos die around embryonic day (E)12.5, whereas female *Kdm6a*^−/+^ heterozygotes and male *Kdm6a*^−/Y^ do not, indicating at least some compensatory role for UTY (Shpargel et al., 2012; Tran et al., 2020; Wang et al., 2012a). On the other hand, female *Kdm6a*^−/+^ mice survive through adulthood, whereas male *Kdm6a*^−/Y^ mice die around birth, suggesting a non-compensatory role for UTY in postnatal development (Shpargel et al., 2012; Tran et al., 2020). Likewise, KDM6A has overlapping functions with KDM6B (Manna et al., 2015), and compensation by either or both of KDM6B and UTY may have mitigated the consequences of KDM6A absence. Second, although KDM6A knockdown diminished PGC-1α in cultured HK-2 cells, we submit that our phenotypic observations be viewed through a non-reductionist lens. For instance, we observed an increase in inflammation in UUO kidneys of KDM6A^TubKO^ mice, together with a reduction in tubule cell apoptosis. PPAR signaling can promote programmed cell death (Elrod and Sun, 2008), and PGC-1α has been linked to apoptosis under some conditions (Zhang et al., 2007). However, in other settings, PGC-1α may attenuate apoptosis (Yuan et al., 2021). Thus, it is possible, indeed likely, that KDM6A knockout from tubule cells affects other cellular processes that ultimately manifest with histological evidence of diminished apoptosis under stress conditions. These limitations notwithstanding, there has been significant recent interest in the roles that KDM6A may play in CKD and in the possibility of therapeutically targeting histone modifying enzymes to alter the natural history of kidney disease (Fontecha-Barriuso et al., 2018). The current study adds to a growing body of literature, now describing the (patho)physiological effects of *Kdm6a* deletion from tubule epithelial cells under sham-operated conditions and in the setting of obstructive uropathy.

In summary, in kidney tubule cells, levels of the histone demethylating enzyme *Kdm6a* are both sex and disease dependent. The absence of tubule cell KDM6A in male mice causes relatively subtle transcriptional and phenotypic changes that, under conditions of obstructive uropathy, are characterized by increased kidney inflammation. The present study highlights the limited consequences of deletion of a single histone demethylase from tubule cells *in vivo*. Whether less-specific, broader-acting systemic inhibitor-based strategies to affect epigenetic processes will find a niche for the management of chronic diseases remains to be determined.

## MATERIALS AND METHODS

### *In vivo* study

UUO or sham surgeries were performed in male and female C57BL/6N mice (C57BL/6N/Crl; Charles River Laboratories, Senneville, Quebec, Canada) aged ∼8 weeks (Batchu et al., 2021). Briefly, mice were anesthetized with 2% isoflurane, and an incision was made in the left flank before occlusion of the left ureter using two 5-0 silk sutures. Sham mice underwent the same procedure without ligation of the left ureter. Analgesia was achieved by administering slow-release buprenorphine (0.5 mg/kg subcutaneously) pre-operatively. Mice were followed for 7 or 14 days. *Kdm6a*^fl/fl^ mice (Manna et al., 2015) were provided by Dr Remy Bosselut (Center for Cancer Research, National Cancer Institute, National Institutes of Health, Bethesda, MD, USA) and were bred with *Pax8*-Cre^+^ mice (Bouchard et al., 2004) (stock number 028196, The Jackson Laboratory, Bar Harbor, ME, USA). Male *Pax8*-Cre^+^*Kdma6a*^fl/Y^ mice underwent UUO or sham surgery and were followed for 7 days. Male age-matched sham and UUO *Pax8*-Cre^+^ mice were used as controls. Systolic blood pressure (SBP) was recorded using a CODA non-invasive blood pressure system (Kent Scientific, Torrington, CT, USA), as previously described (Yuen et al., 2012). Plasma TSH was measured by enzyme-linked immunosorbent assay (EKC37924, Biomatik Corp., Kitchener, Ontario, Canada). All experimental procedures adhered to the guidelines of the Canadian Council of Animal Care and were approved by the St. Michael's Hospital Animal Care Committee (ACC888).

### TUNEL

TUNEL staining was performed by members of the Pathology Research Program at Toronto General Hospital (Toronto, Ontario, Canada). TUNEL^+^ nuclei in tubule cells were examined and counted in a masked manner in ten randomly selected fields (100× magnification) in each kidney section.

### RNAscope *in situ* hybridization

RNAscope *in situ* hybridization (Advanced Cell Diagnostics, Hayward, CA, USA) was performed according to the manufacturer's instructions and using custom software, as previously reported (Wang et al., 2012b), with the following probesets: *Ptprc* (318651), *Adgre1* (317961), *Kdm6a* (456961), *Cd86* (403441) and *Cd163* (406631). Hybridization signals were detected using Fast Red, and RNA staining was identified as red puncta on light microscopy. Quantitation of tubule epithelial *Kdm6a* was performed by manually counting red RNAscope puncta within kidney tubule cells in six randomly selected kidney cortical sections (400× magnification) per mouse, in a masked manner. For quantitation of *Ptprc*, *Cd86* and *Cd163*, after *in situ* hybridization, kidney sections were scanned using an Axio Scan.Z1 (Carl Zeiss Microscopy, Jena, Germany) prior to determination of the percentage of positive pixels using the HALO^®^ image analysis platform (Indica Labs, Albuquerque, NM, USA) in five randomly selected cortical areas measuring 300×200 µm from each kidney section.

### Immunohistochemistry

Immunohistochemistry was performed as previously described (Advani et al., 2007) with an anti-α-SMA antibody used at 1:400 dilution [ab5694 (lot GR283004-13), Abcam, Cambridge, MA, USA], an anti-Pax8 antibody at 1:100 dilution [ab191870 (lot GR3398209-8), Abcam] or an anti-cleaved caspase-3 antibody at 1:200 dilution [#9661 (clone D175; lot 45), Cell Signaling Technology, Danvers, MA, USA]. Quantitation of α-SMA immunostaining was performed on digitized images (Axio Scan.z1) using HALO^®^. Cleaved caspase-3^+^ nuclei in kidney tubules were counted in each entire kidney section at 100× magnification by an investigator masked to the study groups.

### Hydroxyproline content

Kidney hydroxyproline content was determined using a Hydroxyproline Assay Kit (Colorimetric) (ab222941, Abcam) and normalized to total protein measured by Quick Start™ Bradford 1× Dye Reagent (5000205, Bio-Rad, Hercules, CA, USA).

### Picrosirius Red staining

After Picrosirius Red staining, kidney sections were digitized (Axio Scan.z1), and the proportional area positively staining red was analyzed using HALO^®^.

### Immunoblotting

Primary kidney tubule epithelial cells were isolated following the protocol described by Ding et al. (2018). In brief, mice were perfused via the left ventricle with 10 ml warm PBS containing 0.5% penicillin–streptomycin, prior to perfusion with 20 ml digestion buffer containing collagenase type II (Worthington Biochemical Corp., Lakewood, NJ, USA) in PBS. Both kidneys were harvested, and the renal capsule and medulla were removed, before mincing and incubation in digestion buffer at 37°C for 5 min. After addition of Dulbecco's modified Eagle medium with 10% fetal bovine serum and 0.5% penicillin–streptomycin, digested kidney tissue was passed through a 70 µm filter, and the filtrate was centrifuged at 50 ***g*** for 5 min. The pellet and supernatant were separated, and the supernatant was further centrifuged at 50 ***g*** for 5 min. Both pellets were combined. Immunoblotting was performed using the following antibodies: anti-KDM6A (UTX) 1:1000 dilution [33510 (clone D3Q1I, lot 2), Cell Signaling Technology], anti-PGC-1α 1:1000 dilution [PA5-72948 (lot: YD3898968A), Thermo Fisher Scientific, Waltham, MA, USA], anti-α-SMA 1:000 dilution [ab5694 (lot GR283004-13), Abcam] and anti-GAPDH 1:1000 dilution [#2188 (clone 14C10, lot 14), Cell Signaling Technology]. The anti-KDM6A antibody used (33510; D3Q1I) is a rabbit monoclonal antibody that was generated by immunizing animals with recombinant protein surrounding Ala490 of the human KDM6A (UTX) protein (Cell Signaling Technology). According to the supplier, the antibody detects full-length KDM6A as well as unidentified protein bands of ∼60-70 kDa. An approximately similar-sized lower-molecular-mass band has previously been described in wild-type, but not KDM6A mutant, *Drosophila* using a different anti-KDM6A antibody (Copur and Müller, 2013). Densitometry was performed using ImageJ version 1.39.

### RNA sequencing

RNA was isolated from kidney homogenates (*n*=5/group) using TRIzol Reagent (Life Technologies, Thermo Fisher Scientific). RNA sequencing was performed using the 6G RNA Sequencing Service (150 bp paired-end, 40 million reads) from ArrayStar (Rockville, MD, USA), as previously described (Batchu et al., 2020). In brief, after quantitation of RNA using a Nanodrop ND-1000, RNA was enriched using oligo (dT) magnetic beads and sequencing libraries were prepared using a KAPA Stranded RNA-Seq Library prep Kit (Illumina, San Diego, CA, USA). Sequencing was performed on an Illumina Novaseq 6000 (150 cycles for both ends). Solexa pipeline v1.8 was used for image analysis. Sequence quality was assessed using FastQC. Hisat2 software was used to align trimmed reads (trimmed 5′, 3′-adaptor bases using cutadapt) to the GRCm38 reference genome (Kim et al., 2015). Transcript abundances were estimated using StringTie (Pertea et al., 2015), and fragments per kilobase of exon per million mapped fragments (FPKM) and differential gene expression were determined with Ballgown (Frazee et al., 2015). Volcano plots were generated, and pathway analysis was performed with the differentially expressed genes in R, Python or shell environment. KEGG pathway analysis was performed for differentially expressed genes, with *P*-values calculated by Fisher's exact test used to estimate the statistical significance of the enrichment of the pathways between groups. Data are deposited to Gene Expression Omnibus (accession number GSE205759).

### HK-2 cells

HK-2 human kidney proximal tubule cells were obtained from American Tissue Type Culture [ATCC; Manassas VA, USA; CRL-2190; mycoplasma not detected and short tandem repeat (STR) authentication by ATCC]. Cells were transfected with a mixture of siRNA directed against KDM6A (sc-76881, Santa Cruz Biotechnology, Dallas, TX, USA) or negative control siRNA (MilliporeSigma, Oakville, Ontario, Canada) at 50 nM concentration with Lipofectamine RNAiMAX Transfection Reagent (Thermo Fisher Scientific) for 6 h before replacement with Keratinocyte SFM medium (Thermo Fisher Scientific). Cells were harvested after 48 h.

### qRT-PCR

RNA was isolated from mouse whole-kidney tissue and HK-2 cells using TRIzol reagent (Thermo Fisher Scientific), and cDNA was reverse transcribed from 0.2 μg (mouse kidney) and 1 μg (HK-2 cells) RNA using a High-Capacity cDNA Reverse Transcription Kit (Thermo Fisher Scientific). Custom-designed primers were from Integrated DNA technologies (Coralville, IA, USA) and had the following sequences: mouse *Ccr2* (forward, 5′-AAAGGAGCCATACCTGTAAATGCC-3′; reverse, 5′-TGCCGTGGATGAACTGAGGTAAC-3′), mouse *Col1a1* (forward, 5′-TTCAGGGAATGCCTGGTGAA-3′; reverse, 5′-ACCTTTGGGACCAGCATCA-3′), mouse *Col1a2* (forward, 5′-GAAAAGGGTCCCTCTGGAGAA-3′; reverse, 5′-AATACCGGGAGCACCAAGAA-3′), mouse *Rpl13a* (forward, 5′-GCTCTCAAGGTTGTTCGGCTGA-3′; reverse, 5′-AGATCTGCTTCTTCTTCCGATA-3′), human *PPARGC1A* (forward, 5′-AGCCTCTTTGCCCAGATCTT-3′; reverse, 5′-GGCAATCCGTCTTCATCCAC-3′), and human *RPL13A* (forward, 5′-TCGTACGCTGTGAAGGCATC-3′; reverse, 5′-TTTTGTGGGGCAGCATACCT-3′). Primers for human *PPARA* (HP226273), *PPARD* (HP209214), *PPARG* (HP226175) and *CCN2* (HP205671) were from OriGene (Rockville, MD, USA).

### Statistics

Data are expressed as mean±s.d. Sample size was determined based on practicability and prior experience with the UUO model (Kaur et al., 2023). Animals were randomly allocated to sham or UUO groups. Analyses of data were performed in a masked manner where feasible. Outlying values were not removed. Statistical analyses were performed using GraphPad Prism 9 for macOS (GraphPad Software Inc., San Diego, CA, USA). Statistical tests were selected after testing for normality and variance inhomogeneity and are stated in the figure legends according to the hypothesis under examination. For multiple comparisons, post hoc testing was only conducted if *F* in ANOVA achieved *P*<0.05. All analyses were two-tailed. *P*<0.05 was considered statistically significant.

## Supplementary Material

10.1242/dmm.049991_sup1 Supplementary information

# Supplementary material for: Altered expression, but small contribution, of the histone demethylase KDM6A in obstructive uropathy in mice
**Source:** Dis Model Mech. 2023 Sep 1;16(9):dmm049991. doi: 10.1242/dmm.049991
**Supplement:** Supplementary information

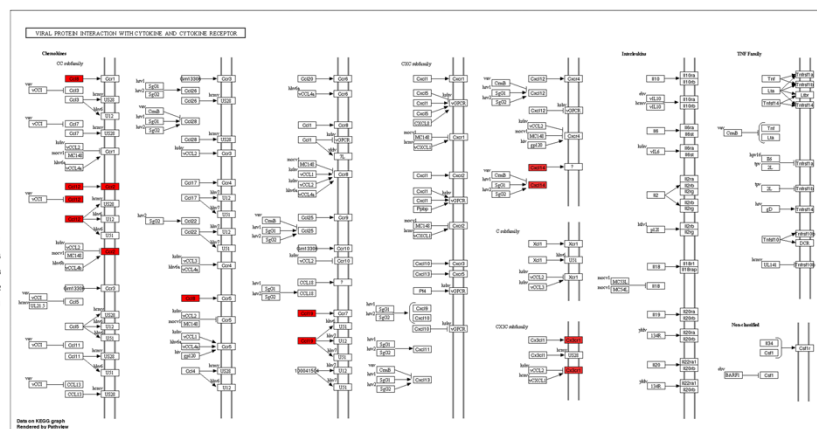

Fig. S1. Peroxisome proliferator-activated receptor (PPAR) signaling pathways are downregulated with tubule cell *Kdm6a* knockout and associated with upregulation in inflammatory pathways in the kidneys of male mice 7 days after unilateral ureteral obstruction (UUO) surgery. Downregulated KEGG pathways in KDM6A^{TubKO} mice in comparison to KDM6A^{Ctrl} mice after sham surgery (A) or UUO surgery (B). (C) Upregulated KEGG pathways in KDM6A^{TubKO} UUO mice in comparison to KDM6A^{Ctrl} mice. The images on the left show dotplots for the top 10 pathways based on enrichment score ($-\log_{10}(p\_value)$) for each comparison. The images on the right show the pathway maps for PPAR_signaling_pathway (mmu03320) (A and B) or Viral_protein_interaction_with_cytokine_and_cytokine_receptor (mmu04061) (C). mmu03320 is significantly downregulated in the comparisons of KDM6A^{TubKO} sham vs. KDM6A^{Ctrl} sham and KDM6A^{TubKO} UUO vs. KDM6A^{Ctrl} UUO, whereas mmu04061 is significantly upregulated in KDM6A^{TubKO} UUO vs. KDM6A^{Ctrl} UUO.

Table S1. Metabolic characteristics of KDM6A^{Ctrl} and KDM6A^{TubKO} mice 7 days after sham surgery or unilateral ureteral obstruction (UUO).

	KDM6A ^{Ctrl}<br>sham	KDM6A ^{Ctrl}<br>UUO	KDM6A ^{TubKO}<br>sham	KDM6A ^{TubKO}<br>UUO
<i>n</i>	6	9	7	8
Body weight (g)	23.5±2.0	25.0±1.6	23.4±2.1	24.3±1.5
Left kidney weight (g)	0.133±0.021	0.208±0.045 ^a	0.124±0.025 ^b	0.193±0.029 ^{cd}
Left kidney weight:body weight (%)	0.56±0.07	0.83±0.18 ^a	0.53±0.09 ^b	0.80±0.13 ^{cd}
Systolic blood pressure (mmHg)	108±15	116±19	100±12	106±13

Values are mean ± S.D.. ^a*P* < 0.01 vs KDM6A^{Ctrl} sham, ^b*P* < 0.001 vs. KDM6A^{Ctrl} UUO, ^c*P* < 0.05 vs. KDM6A^{Ctrl} sham, ^d*P* < 0.01 vs. KDM6A^{TubKO} sham by one-way ANOVA followed by Tukey's post hoc test.

Table S2. Top 5 significantly enriched KEGG pathways in the kidneys of KDM6A^{Ctrl} mice 7 days after unilateral ureteral obstruction (UUO) surgery in comparison to sham-operated KDM6A^{Ctrl} mice.

ID	Term	Count	p_value	FDR	Enrichment_Score
Upregulated					
mmu04380	Osteoclast_differentiation	75	3.83E-19	6.93E-17	18.42
mmu04668	TNF_signaling_pathway	69	4.36E-19	6.93E-17	18.36
mmu05166	Human_T-cell_leukemia_virus_1_infection	116	2.69E-18	2.85E-16	17.57
mmu05200	Pathways_in_cancer	200	1.01E-15	8.06E-15	14.99
mmu04064	NF-kappa_B_signaling_pathway	62	1.86E-15	1.82E-13	14.73
Downregulated					
mmu01100	Metabolic_pathways	335	1.78E-104	5.27E-102	103.75
mmu00280	Valine_leucine_and_ileucine_degradation	37	1.04E-29	1.62E-27	28.96
mmu01200	Carbon_metabolism	48	1.24E-24	1.21E-22	23.91
mmu04146	Peroxisome	40	2.46E-24	1.81E-22	23.61
mmu00071	Fatty_acid_degradation	30	1.92E-22	1.13E-20	21.72

Count = count of the differentially expressed genes directly associated with the listed pathway

p_value = enrichment p-value of the PathwayID using Fisher's exact test

FDR = false discovery rate of the PathwayID

Enrichment score = enrichment value of the PathwayID, equals $-\log_{10}(p\_value)$

Table S3. Top 5 significantly enriched KEGG pathways in the kidneys of KDM6A^{TubKO} mice 7 days after unilateral ureteral obstruction (UUO) surgery in comparison to sham-operated KDM6A^{TubKO} mice.

ID	Term	Count	p_value	FDR	Enrichment_Score
Upregulated					
mmu04380	Osteoclast_differentiation	79	4.89E-20	1.57E-17	19.31
mmu04668	TNF_signaling_pathway	72	1.63E-19	2.62E-17	18.79
mmu05166	Human_T-cell_leukemia_virus_1_infection	121	3.12E-18	3.33E-16	17.51
mmu05200	Pathways_in_cancer	216	1.44E-17	1.15E-15	16.84
mmu04210	Apoptosis	78	3.89E-17	2.49E-15	16.41
Downregulated					
mmu01100	Metabolic_pathways	398	4.09E-125	1.26E-122	124.39
mmu01200	Carbon_metabolism	60	7.35E-33	1.14E-30	32.13
mmu00280	Valine_leucine_and isoleucine_degradation	37	7.25E-27	7.47E-25	26.14
mmu04146	Peroxisome	43	1.47E-24	1.13E-22	23.83
mmu00190	Oxidative_phosphorylation	51	2.70E-22	1.67E-20	21.57

Count = count of the differentially expressed genes directly associated with the listed pathway

p_value = enrichment p-value of the PathwayID using Fisher's exact test

FDR = false discovery rate of the PathwayID

Enrichment score = enrichment value of the PathwayID, equals $-\log_{10}(p\_value)$

Table S4. Top 5 significantly enriched KEGG pathways in the kidneys of KDM6A^{TubKO} mice 7 days after sham surgery in comparison to sham-operated KDM6A^{Ctrl} mice.

ID	Term	Count	p_value	FDR	Enrichment_Score
Upregulated					
mmu01100	Metabolic_pathways	23	3.22E-07	3.34E-05	6.49
mmu00260	Glycine_serine_and_threonine_metabolism	4	4.59E-05	0.00238	4.34
mmu05143	African_trypanosomiasis	3	0.00098	0.03383	3.01
mmu00330	Arginine_and_proline_metabolism	3	0.00251	0.05630	2.60
mmu05144	Malaria	3	0.00293	0.05630	2.49
Downregulated					
mmu03320	PPAR_signaling_pathway	5	8.01E-05	0.00789	4.10
mmu00071	Fatty_acid_degradation	4	0.00012	0.00789	3.92
mmu00561	Glycerolipid_metabolism	3	0.00372	0.16261	2.43
mmu00650	Butanoate_metabolism	2	0.00871	0.21613	2.06
mmu00590	Arachidonic_acid_metabolism	3	0.01017	0.21613	1.99

Count = count of the differentially expressed genes directly associated with the listed pathway

p_value = enrichment p-value of the PathwayID using Fisher's exact test

FDR = false discovery rate of the PathwayID

Enrichment score = enrichment value of the PathwayID, equals "-log10(p_value)"

Table S5. Top 5 significantly enriched KEGG pathways in the kidneys of KDM6A^{TubKO} mice 7 days after unilateral ureteral obstruction (UUO) surgery in comparison to KDM6A^{Ctrl} mice after UUO surgery.

ID	Term	Count	p_value	FDR	Enrichment_Score
Upregulated					
mmu04061	Viral_protein_interaction_with_cytokine_receptor	6	2.05E-06	0.00019	5.69
mmu04062	Chemokine_signaling_pathway	6	0.00010	0.00395	3.99
mmu04060	Cytokine_cytokine_receptor_interaction	7	0.00013	0.00395	3.89
mmu04514	Cell_adhesion_molecules	4	0.00463	0.10369	2.33
mmu04610	Complement_and_coagulation_cascades	3	0.00569	0.10369	2.24
Downregulated					
mmu01100	Metabolic_pathways	30	9.42E-05	0.02157	4.03
mmu03320	PPAR_signaling_pathway	6	0.00021	0.02410	3.68
mmu00982	Drug_metabolism-cytochrome_P450	5	0.00059	0.04156	3.23
mmu04625	C-type_lectin_receptor_signaling_pathway	6	0.00073	0.04156	3.14
mmu055204	Chemical_carcinogenesis	5	0.00289	0.13220	2.54

Count = count of the differentially expressed genes directly associated with the listed pathway

p_value = enrichment p=value of the PathwayID using Fisher's exact test

FDR = false discovery rate of the PathwayID

Enrichment score = enrichment value of the PathwayID, equals "-log10(p_value)"

Table S6. Metabolic characteristics of male and female C57BL/6N mice 14 days after sham surgery or unilateral ureteral obstruction (UUO).

	Male sham	Female sham	Male UUO	Female UUO
<i>n</i>	6	6	6	6
Body weight (g)	24.0±1.7	19.8±1.2 ^a	22.2±2.3	19.0±0.9 ^{bc}
Left kidney weight (g)	0.137±0.009	0.114±0.007	0.249±0.054 ^{df}	0.201±0.034 ^{eg}
Left kidney weight:body weight (%)	0.57±0.02	0.57±0.01	1.13±0.24 ^{df}	1.06±0.14 ^{df}

Values are mean ± S.D.. ^a*P* < 0.01 vs male sham, ^b*P* < 0.001 vs. male sham, ^c*P* < 0.05 vs. male UUO, ^d*P* < 0.0001 vs. male sham, ^e*P* < 0.05 vs. male sham, ^f*P* < 0.0001 vs. female sham, ^g*P* < 0.001 vs. female sham, ^h*P* < 0.0001 vs. male sham by one-way ANOVA followed by Tukey's post hoc test.

Dataset 1. Differentially expressed genes in the kidneys of KDM6A^{Ctrl} and KDM6A^{TubKO} mice 7 days after sham or unilateral ureteral obstruction surgery.

[Click here to download Dataset 1](#)

Dataset 2. Significantly enriched KEGG pathways in the kidneys of KDM6A^{Ctrl} and KDM6A^{TubKO} mice 7 days after sham or unilateral ureteral obstruction surgery.

[Click here to download Dataset 2](#)

How the deposited data were processed for this re-analysis (not part of the article)

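RNA of the left kidneys of 20 male mice, 5 each of the KDM6A Ctrl sham, KDM6A Ctrl UUO, KDM6A TubKO sham and KDM6A TubKO UUO groups, was sequenced 7 days after surgery. The submitters' processing notes name cutadapt for trimming, HISAT2 for alignment to GRCm38 and StringTie for assembly, without versions, and the paper's methods name Ballgown for FPKM and differential expression. The tables used here hold FPKM per gene (13842 protein-coding genes) and per transcript (26228 transcripts) for each mouse. The paper's methods state the nominal depth, but FPKM carry no counts, so the depth reached per kidney and the counting error of each value are unknown, and no interval for counting error is given. Of the gene identifiers, 12141 (87.7%) match GENCODE vM21 with their version, all with the same coordinates, and 13822 match without it. For genes that shared a symbol (15 symbols), the one with the highest mean was used.

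Values were analysed in R 4.3.3 with limma 3.58.1 and in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. A pseudocount of 1 was added to FPKM before taking log2, and genes with a mean of at least 0.5 FPKM in at least 1 of the 4 groups were kept, which removed none. limma fitted 1 mean per group over all 20 kidneys, with a prior variance that follows the mean (eBayes with trend). The comparisons were UUO against sham in each genotype, KDM6A TubKO against KDM6A Ctrl in sham and in UUO kidneys, the average of the latter 2, and the interaction. Genes were counted at the paper's threshold (fold change of at least 1.5 and unadjusted p under 0.05) and at a Benjamini-Hochberg adjusted p under 0.05 over all genes. Genes whose groups of 5 do not overlap were counted beside the 0.794% that chance gives over unselected genes. On simulated data made from the means of KDM6A Ctrl sham kidneys and the spread within all groups, 70.1% of 67 genes with a log2 change of 0.6, 86.6% of 67 with a change of 1 and 98.5% of 66 with a change of 2 were recovered at adjusted p, and 13 of 183 calls were false. At the study threshold 82 unchanged genes passed. The changed genes were drawn from those with a mean log2(FPKM + 1) above 2, so the shares recovered do not hold for weaker genes. Simulated genes varied independently of each other, without the length trend of the real libraries.

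Gene lists (32), comparisons, tests, alternatives and the rule for naming genes were set beforehand. The lists are PPAR signaling, viral protein interaction with cytokines, fatty acid oxidation, oxidative phosphorylation, branched-chain amino acid degradation, macrophages and monocytes, M1-like and M2-like markers, T and NK cells, B and plasma cells, neutrophils, dendritic cells, fibroblasts and matrix, tubule injury, apoptosis, proximal tubule, loop of Henle, distal and connecting tubule, principal cells, intercalated cells, podocytes, endothelium, urothelium, smooth muscle, perirenal fat, skeletal muscle, adrenal, red blood cells, male-high and female-high kidney genes, the KDM6, EZH2 and MLL complexes, and housekeeping genes. They were written from general knowledge; the urothelium, PPAR, cytokine, red blood cell, male-high, female-high and tubule injury lists hold genes seen in the paper's tables or figures, and the macrophage, M1-like, M2-like, fibroblast, smooth muscle and KDM6 lists hold genes that the paper's text names, so none of these is independent. Lists were tested with camera at a preset correlation of 0.01 between genes, adjusted over the lists of a comparison, and again with an estimated correlation and with fry. Enrichment among called genes used a one-sided Fisher's exact test over the 13842 genes. Genes named in the text are those the paper names, those of its Tables 1 and 2 (whose values had been seen), the 10 largest changes in each direction per comparison among genes at adjusted p whose groups do not overlap, and list members given as examples. *Cd163* is absent from the table, and CCN2 appears under the symbol *Ctgf*.

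Alternatives were a pseudocount of 0.1, a filter at a mean of 1 FPKM, only the 2 compared groups in the fit, an F-test with a library-size covariate written after Ballgown's description (the Ballgown-like test), upper quartile rescaling, quantile normalization, array weights, the ratio of group mean FPKM for fold changes (direction only, without a test), covariates for the 2 number series of the mouse identifiers, for urothelium markers and for perirenal fat markers, and leaving out each mouse. An ordinary 2-sample test per gene with its filter on the compared groups, and the removal of a linear trend on log2 transcript length from each library, were chosen after seeing the data, as was the fit of 2 groups for single genes. Samples of the qRT-PCR, RNAscope, histology, cell culture and female cohorts were not analysed here.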

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

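The tests of the smooth muscle list and of the urothelium means per kidney were chosen after the results were seen. So were the removal of the length trend, the number series in a model of the slopes and the tests of KDM6A Ctrl sham mouse 3. The other tests of this part were chosen before. Of 308 groups of 5 mice tested for a mouse far from the other 4, 29 passed the limit, and chance sets 1 group in 20 (15.4) past it.

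In KDM6A Ctrl sham mouse 3 injury and inflammation genes were far above the other KDM6A Ctrl sham mice: *Havcr1* at 55.1, *Col1a1* at 9.88, *Vcam1* at 7.35, *Timp1* at 3.94, *Krt20* at 3.80, *Ccl2* at 3.46, *Ccl12* at 2.96, *Krt14* at 2.13, *Ccr2* at 1.38, *Ccl8* at 1.33 and *Mmp7* at 1.22 FPKM, and the mean over tubule injury genes at 3.69 on the log2(FPKM + 1) scale. Over 42 genes raised most by UUO, its rise was a median of 7.43% of that in KDM6A Ctrl UUO mice (quartiles 6.54% and 9.52%), which argues against an obstructed kidney under a sham label, and at most 0.320% in the other sham mice. Of these genes, 95.2% lay within 2 times that median, as RNA of a UUO kidney mixed into the library would give. The excess followed the gene pattern of KDM6A Ctrl UUO mouse 3 with a slope of 0.779 (standard error 0.0883, 521 genes). Slopes of the other 9 UUO mice ran from -0.307 to 0.368. Only genes with an excess above 0 in this library were kept, and the standard error treats genes as independent. A candidate explanation is that RNA or reads of KDM6A Ctrl UUO mouse 3 entered this library. But that mouse had the lowest first principal component (36.3) and macrophage mean (3.77) of the UUO mice. KDM6A TubKO UUO mouse 2, next lowest on that component (41.2), had a slope of -0.276. So the slope does not decide between this and mild injury. Mild injury of the kidney after sham surgery stays open, and no biological explanation was tested.

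In KDM6A TubKO sham against KDM6A Ctrl sham kidneys, genes that rose had short transcripts (median 1074 nt) and genes that fell long ones (median 5097.5 nt, 2819 nt over all genes), and genes of oxidative phosphorylation rose (median log2 fold change 0.27). After a linear trend on log2 transcript length was removed from each library, 20.4% of the genes called at adjusted p stayed called, with 50 higher and 133 lower in place of 269 and 539, as a length bias of the libraries would give. The median of the oxidative phosphorylation list went from 0.27 (standard error 0.08) to 0.14 (standard error 0.07) and its genes at adjusted p from 19 to 4, since their transcripts are short (median 983 nt). Within KDM6A Ctrl sham mice the number series of the identifiers had a slope on length of 0.378 times that between genotypes, and within KDM6A TubKO sham mice it went the other way, with KDM6A TubKO sham mouse 1, the 1 mouse of its series there, at -0.0829 per doubling of length and the other 4 between -0.0610 and 0.00472. With the series in a model of the slopes of all 20 libraries the difference between the sham groups was -0.0856 (standard error 0.0194), against -0.0869 (standard error 0.0180) without it, which argues against that series as the whole cause; another batch of the libraries stays open. A change in the length of the RNA expressed in KDM6A TubKO tubules stays open as well, since libraries and genotypes cannot be told apart here.

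In KDM6A TubKO UUO against KDM6A Ctrl UUO kidneys urothelium markers were lower (median log2 fold change -2.06). Leaving out each UUO mouse in turn, the list lost its camera call in 0 of 10 fits, but that call rests on the preset correlation (adjusted p = 8.71e-13) where the estimated one is 0.821 (adjusted p = 0.778), so it could hardly be lost and decides nothing. The mean over the list per kidney differed by -1.84 (standard error 0.69, exact permutation p = 0.0317), and when 1 mouse was left out by -1.40 (standard error 0.63, p = 0.0556 from the same exact test, without KDM6A Ctrl UUO mouse 2) to -2.33 (without KDM6A Ctrl UUO mouse 1), with p up to 0.0635, so whether 1 library decides the difference stays open. If KDM6A Ctrl UUO samples held more of the renal pelvis wall, smooth muscle genes should be lower too in KDM6A TubKO UUO kidneys. Their median was -0.10, between the values that would decide, while *Cnn1* and *Actg2* fell and 9 other members did not pass. Both calls were lost with only the UUO groups in the fit (adjusted p = 0.101 and 0.127) and in the Ballgown-like test (0.122 and 0.182). That of *Actg2* was also lost at a pseudocount of 0.1 (0.0561) and without KDM6A TubKO UUO mouse 4 (0.0521). The mean over the list per kidney lay between 2.83 and 3.64 in KDM6A Ctrl and between 2.73 and 3.16 in KDM6A TubKO UUO kidneys. So the amount of pelvis wall in each sample may still differ. A weaker growth of the urothelium after obstruction in KDM6A TubKO mice was not tested and stays open.

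Other mice far from the rest of their group were KDM6A TubKO UUO mouse 1 with *Casc4* at 7.57, KDM6A TubKO UUO mouse 3 with *Cx3cr1* at 17.3, KDM6A TubKO UUO mouse 4 with *Ncoa2* at 3.54, and KDM6A TubKO UUO mouse 2 with *Pparg* at 2.29 and *Pvalb* at 0.708 FPKM, and lowest KDM6A TubKO UUO mouse 5 with *Ppargc1a* at 8.01 FPKM, all in KDM6A TubKO UUO mice. In KDM6A TubKO sham mice they were KDM6A TubKO sham mouse 5 with *Ccl12* at 1.43, KDM6A TubKO sham mouse 1 with *Ccl8* at 0.343 and *Ezh2* at 0.980, and lowest KDM6A TubKO sham mouse 2 with *Fabp1* at 0.546 and *Itga9* at 0.265 FPKM. In KDM6A Ctrl mice they were KDM6A Ctrl sham mouse 2 with the lowest *Fabp5* at 1.78 in sham kidneys, and KDM6A Ctrl UUO mouse 2 with *Ncoa6* at 7.64 and KDM6A Ctrl UUO mouse 5 with the lowest *Lrrc61* at 0.375 FPKM in UUO kidneys. Means of perirenal fat markers stood out in KDM6A Ctrl UUO mouse 5 (4.35) and KDM6A TubKO sham mouse 1 (2.52), and the mean of adrenal markers in KDM6A Ctrl UUO mouse 5 (3.05), on the log2(FPKM + 1) scale.

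The response to UUO differed between genotypes at adjusted p for *Foxm1* (-0.95), *Atp5e* (-1.04), *Rbak* (0.70) and *Gm6133* (1.15), on the log2 scale. Transcripts above 0 FPKM were fewer in KDM6A TubKO libraries, at most 22997 in KDM6A TubKO sham and 23471 in KDM6A TubKO UUO mice, against at least 23248 in KDM6A Ctrl sham and 23671 in KDM6A Ctrl UUO mice.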

How the results depend on the processing

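The ordinary 2-sample test, the removal of the length trend and the fits of 2 groups for single genes were chosen after seeing the data, and the other alternatives before. The filter at a mean of 1 FPKM left every count within 1.5 times. Having no filter gave no value of its own, since every gene in the table passes, nor did the urothelium covariate for the urothelium list, which it would remove. The mouse numbers pair no samples, so no paired fit was run. FPKM without counts limit what can be said on depth. Apart from leaving out a mouse, of the alternatives set beforehand 395 results of gene lists kept direction and side of the threshold. Another 87 became weaker and 24 stronger. For named genes 420 results were kept, 86 became weaker and 6 stronger. The 420 include the ratios of group means, which have no test and were compared by direction alone. For all values below the cause was not tested unless stated.

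Under quantile normalization the counts higher and lower after UUO were 2197 and 2376 in KDM6A Ctrl and 2436 and 2616 in KDM6A TubKO mice at the study threshold, and 3991 and 4848, and 4384 and 4835, at adjusted p; KDM6A TubKO against KDM6A Ctrl gave 117 and (rounded) 1.6e+02 in sham kidneys, 666 higher in UUO kidneys, 827 higher on average over surgery and 1 lower for the interaction. Upper quartile rescaling gave 1840 and 2138 lower after UUO at the study threshold and 3513 and 3670 at adjusted p, 456 higher in KDM6A TubKO sham, 893 higher on average and 6 upward for the interaction. The Ballgown-like test gave 622 and 567 in KDM6A Ctrl and 804 and 851 in KDM6A TubKO mice after UUO at the study threshold, and at adjusted p 0 and 0, and 1 and 0, where limma had 7844 and 2085, and 8020 and 2307; for KDM6A TubKO against KDM6A Ctrl it gave 58 lower in sham and 159 lower in UUO kidneys at the study threshold, and 3 and 12, and 2 and 1, at adjusted p. It also reversed the log2 fold change after UUO of *Ppara* (0.0462) and *Ptprc* (-0.0532) in KDM6A Ctrl and of *Kdm6b* (-0.41) in KDM6A TubKO mice; its library-size covariate differs between sham and UUO kidneys.

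A pseudocount of 0.1 gave 237 higher and 309 lower in sham and 329 and 487 in UUO kidneys between genotypes at the study threshold, 147 and 269 in UUO kidneys at adjusted p and 1 upward for the interaction. The number series gave 112 and 249 in sham kidneys, 8 and 7 for the interaction and 1 list lower in sham kidneys. Array weights gave 587 and 954 in sham kidneys, 114 and 175 in UUO kidneys and 4 lower for the interaction. The urothelium covariate gave 348 lower in sham kidneys, 199 lower at the study threshold and 7 and 15 at adjusted p in UUO kidneys, 74 and 186 on average, 0 and 0 for the interaction (2171 genes at unadjusted p under 0.05 in limma without it), 1 list lower in sham kidneys, 1 higher and 0 lower in UUO kidneys, and an adjusted p of 0.177 for the PPAR list after UUO. The perirenal fat covariate gave 206 higher in UUO kidneys at the study threshold and 623 at adjusted p. With only the compared groups in the fit, sham kidneys gave 113 and 157 and UUO kidneys 1 and 0. The ordinary 2-sample test gave 58 and 92 in sham kidneys, and in UUO kidneys 187 lower at the study threshold and 1 and 0 at adjusted p. Removal of the length trend gave 55 higher in sham kidneys at the study threshold, 50 and 133 at adjusted p, 688 lower on average and 4 upward for the interaction. At adjusted p the overlap of UUO genes between genotypes was 7143 higher and 1755 lower.

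With an estimated correlation camera called 0 of the 32 lists in each comparison, where the preset one called 9 higher and 13 lower in KDM6A Ctrl and 8 and 12 in KDM6A TubKO mice after UUO, and 7 and 2 in sham and 3 and 4 in UUO kidneys between genotypes. fry called 17 higher in each genotype after UUO, 1 and 1 in sham kidneys and 0 and 0 in UUO kidneys between genotypes. The PPAR list after UUO had an adjusted p of 0.778 with an estimated correlation and 0.0915 with fry. fry had the other sign from camera for B and plasma cells in KDM6A Ctrl mice (adjusted p = 0.00138) and for podocytes in KDM6A TubKO mice (adjusted p = 0.0309).

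Leaving out a mouse, the counts after UUO stayed within 1.5 times. The overlap was not counted with a mouse left out. Between genotypes in sham kidneys the study threshold gave 75 (without KDM6A Ctrl sham mouse 5) to 137 (KDM6A Ctrl sham mouse 4) higher, and adjusted p 58 (KDM6A TubKO sham mouse 5) to 406 (KDM6A Ctrl sham mouse 4) higher and 127 to 684 lower (the same mice). In UUO kidneys the study threshold gave 103 (KDM6A Ctrl UUO mouse 2) to 269 (KDM6A Ctrl UUO mouse 5) higher, and adjusted p 85 (KDM6A TubKO UUO mouse 4) to 730 (KDM6A Ctrl UUO mouse 5) higher and 119 (KDM6A TubKO UUO mouse 4) to 568 (KDM6A TubKO UUO mouse 2) lower. The average gave 353 (KDM6A Ctrl UUO mouse 3) to 808 (KDM6A Ctrl UUO mouse 5) higher and 674 (KDM6A TubKO sham mouse 5) to 1145 (KDM6A TubKO UUO mouse 3) lower, and the interaction 0 (KDM6A TubKO UUO mouse 5) to 49 (KDM6A TubKO UUO mouse 2) upward and 0 to 47 downward (the same mice). Lists called went from 4 (KDM6A Ctrl sham mouse 3) to 8 (KDM6A Ctrl sham mouse 1) higher and 1 (KDM6A Ctrl sham mouse 4) to 4 (KDM6A Ctrl sham mouse 2) lower in sham kidneys, and from 3 (KDM6A Ctrl UUO mouse 1) to 5 (KDM6A Ctrl UUO mouse 4) higher and 2 (KDM6A TubKO UUO mouse 1) to 6 (KDM6A Ctrl UUO mouse 1) lower in UUO kidneys.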

Differences from the paper's values

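The ordinary 2-sample test named here was chosen after the values were seen; the other alternatives were set before the data were examined. For genes past the study threshold in KDM6A TubKO against KDM6A Ctrl UUO kidneys, the paper's value is less than 2% and the value here 3.25%. Of 20 alternatives 8 were within 1.5 times of the paper's value: upper quartile rescaling (3.00%), array weights (2.76%), the urothelium covariate (2.67%), only the 2 compared groups (2.61%), the Ballgown-like test (2.34%), and leaving out KDM6A Ctrl UUO mouse 2 (2.47%), KDM6A Ctrl UUO mouse 3 (2.92%) or KDM6A TubKO UUO mouse 4 (2.71%); the other 12 were not. The ordinary 2-sample test gave 2.10%, which is also above the paper's value. In the same comparison the paper's lower genes number about 190 in Fig. 3E, read by eye, and 313 here; upper quartile rescaling (266), array weights (275), the urothelium covariate (199), the 2 compared groups (240), the Ballgown-like test (159), and leaving out KDM6A Ctrl UUO mouse 2 (239), KDM6A TubKO UUO mouse 1 (277) or KDM6A TubKO UUO mouse 4 (243) lay within 1.5 times, and the other 12 alternatives did not. The ordinary 2-sample test, chosen after seeing the values, gave 187. The counts printed in Fig. 3D and E are those of this test, so the reading of about 190 stands for a printed 187.

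For KDM6A TubKO against KDM6A Ctrl UUO kidneys the paper's p of *Cx3cr1* is 0.0060, and limma's p here, not an exact test, is 0.000117, with a difference under all 4 alternatives. The paper's p of *Ccr2* is 0.0027, and here, not from an exact test, 9.03e-05; the Ballgown-like test (0.00306) came within 1.5 times and the other 3 alternatives did not. The paper's p of *Cxcl14* is 0.0254, and here, not from an exact test, 0.00355; the Ballgown-like test (0.0285) came within 1.5 times and the other 3 did not. The ordinary 2-sample test, chosen after seeing the values, gave 0.00596, 0.00274 and 0.0254 for the 3 genes, also not exact. At the digits printed these are the paper's p. The same test gave 0.0295 for *Ccl12* and, after UUO in KDM6A Ctrl mice, 3.75e-05 for *Ppargc1a*, also the paper's p. For *Ppargc1a* the Ballgown-like test gave p = 0.0311, so that test does not stand for the paper's.

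For *Ppargc1a* after UUO in KDM6A Ctrl mice the paper's log2 fold change is 0.64, described as downregulated, and the value here is -0.64, with a difference under all 15 alternatives; as a linear fold the value here is 0.641, the size of the paper's number.

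By Fisher's exact test, the paper's p for PPAR signaling is 8.01e-05 in sham and 0.00021 in UUO kidneys, and here 0.000178 and 2.10e-05. For viral protein interaction with cytokines in UUO kidneys it is the paper's 2.05e-06, and here 3.60e-05. The exact test under the alternative of the Ballgown-like calls gave 0.00288, 0.00109 and 0.000911, which differ as well. With the calls of the ordinary 2-sample test, chosen after seeing the values, the exact test gave 0.000122 (5 members) and 0.000324 (6 members) for PPAR signaling and 9.16e-05 (5 members) for the cytokine list. The lists here were written from memory and are not the release of KEGG that the paper used.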

Other observations

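The tests of the PPAR members in this part were chosen after the results were seen, and the splits before. Over all genes, 56.7% rose and 15.1% fell at adjusted p after UUO in KDM6A Ctrl mice (median log2 fold change 0.35). The list counts of that comparison below stand beside these shares. Those of the endothelial, podocyte, housekeeping and KDM6 lists lie near or little above the share that rose. After UUO in KDM6A Ctrl mice, 8 of 10 markers of the distal and connecting tubule fell and 1 rose (median log2 fold change -1.14), 7 of 11 intercalated cell markers fell and 1 rose (-0.67, 8 fell adjusted over the list alone), and 6 of 10 loop of Henle markers fell and 3 rose (-0.84, 7 fell adjusted over the list alone); of 10 principal cell markers 2 rose and 2 fell (-0.16). The camera adjusted p with an estimated correlation was 0.0753, 0.0753, 0.189 and 0.315, and the call of principal cells (0.0446) was lost without KDM6A Ctrl sham mice 1, 4 or 5 or KDM6A Ctrl UUO mouse 3 (up to 0.0714). All 11 M1-like markers rose (median 1.43), as did 8 of 9 M2-like markers (1.36, 9 adjusted over the list alone), all 10 dendritic cell markers (1.06), all 12 T and NK cell markers (1.00), all 5 neutrophil markers (1.74) and 2 of 4 B and plasma cell markers (0.56), with adjusted p of 0.162, 0.160, 0.302, 0.602, 0.602 and 0.978 with an estimated correlation; under quantile normalization 1 B and plasma cell marker rose and 2 fell. Of the other cells, all 19 urothelium markers rose (median 2.47, adjusted p = 0.676 with an estimated correlation, camera call lost without any of 7 of the 10 mice, up to 0.0710 without KDM6A Ctrl UUO mouse 4), as did 10 of 11 smooth muscle (0.87), 7 of 10 podocyte (0.53) and 7 of 12 endothelial markers (0.47, with 6 that rose and 3 that fell after upper quartile rescaling). Male-high kidney genes fell in 13 of 15 (median -2.03, adjusted p = 0.0753 with an estimated correlation) and female-high genes in 6 of 12, with 1 that rose (-0.88, 0.130); these lists and the urothelium list are not independent.

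In KDM6A TubKO mice 8 of 19 urothelium markers rose after UUO (median 1.11, 7 adjusted over the list alone). There 6 of 9 red blood cell genes fell and 1 rose (median -1.32, adjusted p = 0.127 with an estimated correlation), against 1 and 1 in KDM6A Ctrl mice (-0.12), a list that is not independent. Perirenal fat, skeletal muscle and adrenal markers, with 2, 1 and 0 members that rose in KDM6A Ctrl mice and 2, 2 and 0 that fell, measured medians of 0.36, -0.31 and 0.69. The fat and adrenal medians rest on KDM6A Ctrl UUO mouse 5, and without that mouse the 3 medians were -0.16, -0.29 and 0.01. In that fit camera at the preset correlation called the fat list (adjusted p = 0.00978) and the skeletal muscle list (0.0497) downward. With an estimated correlation camera called no list in this comparison over all mice. Of 12 housekeeping genes 7 rose and 2 fell in KDM6A Ctrl mice (median 0.44), and 7 rose and 4 fell after quantile normalization.

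Of 16 genes of the KDM6, EZH2 and MLL complexes 11 rose after UUO in KDM6A Ctrl mice as deposited (median 0.45), but 4 rose and 6 fell after quantile normalization. *Kdm6a* had a log2 fold change of 0.37 in KDM6A Ctrl mice (adjusted p = 0.0270), 0.15 after upper quartile rescaling (adjusted p = 0.379) and -0.17 after quantile normalization (adjusted p = 0.323), and its adjusted p was 0.0623, 0.0607, 0.0565 and 0.0765 without KDM6A Ctrl sham mouse 4 and KDM6A Ctrl UUO mice 2, 3 and 5. In KDM6A TubKO mice *Kdm6a* had 0.87 (adjusted p = 1.82e-05, interaction 0.50, adjusted p = 0.234), 0.66 after upper quartile rescaling (adjusted p = 0.000412) and 0.29 after quantile normalization (adjusted p = 0.0767). *Ezh2* rose by log2 0.87 in KDM6A Ctrl and 1.13 in KDM6A TubKO mice, and by 0.29 and 0.55 after quantile normalization. In KDM6A TubKO sham kidneys 2 genes of this list fell against KDM6A Ctrl sham, *Eed* (-0.32, adjusted p = 0.0223, and 0.0506 with the number series as a covariate) and *Ncoa6* (-0.37, adjusted p = 0.0276), both with adjusted p above 0.05 in a fit of the sham groups alone (0.0606 and 0.0512), after quantile normalization (0.0646 and 0.102), in the Ballgown-like test (0.150 and 0.168) and when single mice were left out (at the highest 0.0681 and 0.0824 without KDM6A TubKO sham mouse 1); 6 fell adjusted over the list alone, with an adjusted p of 0.0819 with an estimated correlation. The transcript Kdm6a-208, which overlaps 17 of the 29 exons of Kdm6a-201, was listed at 0 in all KDM6A TubKO mice and above 0 in 3 of 5 KDM6A Ctrl sham and 2 of 5 KDM6A Ctrl UUO mice (adjusted p = 0.521 and 0.395).

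Between genotypes in sham kidneys, camera also called podocyte (median 0.40, 1 rose, 5 adjusted over the list alone), red blood cell (0.56, none passed, 4), female-high (0.56, 2 rose, 3), principal cell (0.21, none passed, 2), intercalated cell (0.12, 1 rose, 1) and fatty acid oxidation genes (-0.21, 1 rose, 2 fell adjusted over the list alone), with adjusted p between 0.625 and 0.894 with an estimated correlation. Male-high genes were not called (-0.19, 2 fell, adjusted p = 0.154, and 0.0203 without KDM6A Ctrl sham mouse 1). Of these calls, that of red blood cell genes was lost without KDM6A Ctrl sham mouse 3 or KDM6A TubKO sham mouse 3 (up to 0.0657), of female-high genes without KDM6A Ctrl sham mouse 3 or KDM6A TubKO sham mouse 4 (up to 0.0666), of principal cells without KDM6A Ctrl sham mice 2 or 3 or KDM6A TubKO sham mice 1 or 4 (up to 0.163), of intercalated cells without KDM6A Ctrl sham mice 3 or 4 or KDM6A TubKO sham mice 1, 3 or 4 (up to 0.186) and of fatty acid oxidation without KDM6A Ctrl sham mice 1 or 4 or KDM6A TubKO sham mice 2 or 3 (up to 0.183). In UUO kidneys it also called endothelial (median 0.36, 3 rose, 6 adjusted over the list alone), intercalated cell (0.20, 3 rose, 4), fatty acid oxidation (-0.21, 2 fell, 3) and proximal tubule genes (-0.40, none passed), each with an adjusted p of 0.778 with an estimated correlation. The calls in UUO kidneys were lost for fatty acid oxidation without KDM6A TubKO UUO mouse 1 (0.0741), for proximal tubule without KDM6A TubKO UUO mouse 1 (0.105) or KDM6A Ctrl UUO mouse 3, and for intercalated cells without KDM6A TubKO UUO mouse 2 (0.0960).

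Sex-biased genes were tested as a candidate explanation for the PPAR members lower in KDM6A TubKO sham kidneys: 40% of them, *Cyp4a12a* and *Cyp4a12b* of 5, are in the male-high list, which leaves it open. Perirenal fat in KDM6A Ctrl UUO mouse 5 was tested for those lower in KDM6A TubKO UUO kidneys: without that mouse 88.9% of them (8 of 9) stayed past the study threshold, which argues against it.

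Results were compared with 100 splits of the same mice, the real one included. Chance can be excluded for the genes after UUO in KDM6A Ctrl mice (5668 at the study threshold against at most 3595 in another split, 9929 against 6747 at adjusted p) and KDM6A TubKO mice (6368 against 3821, 10327 against 6787), between genotypes in sham kidneys (196 against 142, 808 against 11) and on average over surgery (1584 against 27). Such splits cannot tell genotype from a bias of the libraries that runs with genotype. Of the sham calls at adjusted p, 20.4% stayed after the length trend was removed. So the sham and average counts cannot be credited to genotype alone. For the interaction (4 genes) 4 of the 100 splits had as many, which is under 1 in 20 and so excludes chance by the share set beforehand. But another split gave 34, for a reason that was not tested. No gene passed without KDM6A TubKO UUO mouse 5 or with the urothelium covariate (2171 had an unadjusted p under 0.05 in limma without that covariate). Between genotypes in UUO kidneys (450 and 782) 2 of the 100 splits had as many, the real one included, which is under the share set beforehand. The other of these splits gave more genes, 541 and 1056, so the counts cannot be credited to genotype over other differences between the mice. That split sets KDM6A Ctrl UUO mice 1, 2, 3 and 4 and KDM6A TubKO UUO mouse 2 against the rest, and so exchanges KDM6A Ctrl UUO mouse 5 and KDM6A TubKO UUO mouse 2. Most of the calls at adjusted p were also lost with only the UUO groups in the fit or with the urothelium covariate. For the number of lists that camera called chance cannot be excluded: 22 against 24 in KDM6A Ctrl and 20 against 21 in KDM6A TubKO mice after UUO, 9 against 13 in sham and 7 against 19 in UUO kidneys between genotypes. The splits with as large a result numbered 1 for each gene count but 2 in UUO kidneys and 4 for the interaction, and 9, 8, 27 and 75 for the lists in the order given.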
